# Syngeneic model of carcinogen-induced tumor mimics basal/squamous, stromal-rich, and neuroendocrine molecular and immunological features of muscle-invasive bladder cancer

**DOI:** 10.3389/fonc.2023.1120329

**Published:** 2023-02-03

**Authors:** Shruti D. Shah, Bryan M. Gillard, Michelle M. Wrobel, Ellen Karasik, Michael T. Moser, Michalis Mastri, Mark D. Long, Norbert Sule, Craig M. Brackett, Wendy J. Huss, Barbara A. Foster

**Keywords:** BBN carcinogen-induced, bladder cancer molecular subtype, CIBERSORT, male and female sex disparity, immune-intact mouse model, immune tumor microenvironment, cisplatin response, N-butly-N-(4-hydroxybutyl)-nitrosamine

## Abstract

**Introduction:**

Bladder cancer is a heterogenous disease and the emerging knowledge on molecular classification of bladder tumors may impact treatment decisions based on molecular subtype. Pre-clinical models representing each subtype are needed to test novel therapies. Carcinogen-induced bladder cancer models represent heterogeneous, immune-competent, pre-clinical testing options with many features found in the human disease.

**Methods:**

Invasive bladder tumors were induced in C57BL/6 mice when continuously exposed to N-butyl-N-(4-hydroxybutyl)-nitrosamine (BBN) in the drinking water. Tumors were excised and serially passed by subcutaneous implantation into sex-matched syngeneic C57BL/6 hosts. Eight lines were named BBN-induced Urothelium Roswell Park (BURP) tumor lines. BURP lines were characterized by applying consensus molecular classification to RNA expression, histopathology, and immune profiles by CIBERSORT. Two lines were further characterized for cisplatin response.

**Results:**

Eight BURP tumor lines were established with 3 male and 3 female BURP tumor lines, having the basal/squamous (BaSq) molecular phenotype and morphology. BURP-16SR was established from a male mouse and has a stromal-rich (SR) molecular phenotype and a sarcomatoid carcinoma morphology. BURP-19NE was established from a male mouse and has a neuroendocrine (NE)-like molecular phenotype and poorly differentiated morphology. The established BURP tumor lines have unique immune profiles with fewer immune infiltrates compared to their originating BBN-induced tumors. The immune profiles of the BURP tumor lines capture some of the features observed in the molecular classifications of human bladder cancer. BURP-16SR growth was inhibited by cisplatin treatment, while BURP-24BaSq did not respond to cisplatin.

**Discussion:**

The BURP lines represent several molecular classifications, including basal/squamous, stroma-rich, and NE-like. The stroma-rich (BURP-16SR) and NE-like (BURP-19NE) represent unique immunocompetent models that can be used to test novel treatments in these less common bladder cancer subtypes. Six basal/squamous tumor lines were established from both male and female mice. Overall, the BURP tumor lines have less heterogeneity than the carcinogen-induced tumors and can be used to evaluate treatment response without the confounding mixed response often observed in heterogeneous tumors. Additionally, basal/squamous tumor lines were established and maintained in both male and female mice, thereby allowing these tumor lines to be used to compare differential treatment responses between sexes.

## 1 Introduction

Bladder cancer is histologically and molecularly a heterogenous disease. Tumor molecular heterogeneity has been evaluated by genomic and transcriptomic analysis which led to the development of a “consensus” molecular classification system (1). The human bladder cancer “consensus” molecular classification system provides six clusters that take into account various different transcriptomic classification which may be used for treatment selection and improved therapeutic outcomes (1, 2). The six molecular subtypes in the consensus molecular classification, arranged from most to least differentiated, are Luminal Papillary (LumP) 24%, Luminal Non-Specified (LumNS) 8%, Luminal Unstable (LumU) 15%, Stroma-rich (SR) 15%, Basal/Squamous (Ba/Sq) 35%, and Neuroendocrine-like (NE-like) 3% (1). Patients show differences in survival hazard ratios based on their molecular subtype. The median overall survival is highest for the more differentiated LumP at 4 years and SR at 3.8 years. In contrast, the median overall survival for patients with the less differentiated Ba/Sq and NE-like tumors is only 1.2 and 1 year, respectively (1). We have previously used the “consensus” molecular classification in patient-derived xenograft (PDX) bladder cancer models to determine how representative each model is of the human disease. The human patient-derived xenograft models were classified as Ba/Sq or LumP even though some tumors demonstrated epithelial mesenchyme transition (EMT) and NE pathologic features (3). PDX models associated with different molecular subtypes are important tools for evaluating treatment response and novel targeted therapeutics that allow personalized treatment options for patients based on their molecular subtype.

In addition to patient-derived tumor models, carcinogen-induced models are useful, especially in organ sites with higher risks associated with carcinogen exposure. The N-butyl-N-(4-hydroxybutyl)-nitrosamine (BBN) carcinogen-induced mouse bladder tumor model is well established and forms invasive bladder tumors with mutation patterns that closely resemble the mutation pattern of human bladder cancer (4). BBN is a nitrosamine alkylating compound closely related to smoking carcinogens and specifically induces urothelial cancers in rodents when added to the drinking water (5). Analysis of BBN carcinogen-induced bladder tumors indicates that these tumors are transcriptionally and histologically similar to human tumors (4, 6). Muscle invasive tumors develop after approximately 12-20 weeks of exposure to the carcinogen (4, 7, 8). BBN-induced tumors show characteristic changes of non-muscle invasive (NMIBC) and muscle-invasive bladder cancer (MIBC). The BBN carcinogen-induced model of bladder cancer has been used in preclinical prevention, NMIBC, and MIBC studies. BBN initiates formation of bladder cancer, and the cancers progress even after BBN exposure stops (9–11). BBN-induced tumorigenesis is specific to the bladder. As seen in human bladder cancer the BBN-induced model has a sex disparity where male mice develop more tumors at shorter BBN exposure compared to female mice (12). Unfortunately, most recent studies in the BBN model only utilize the male mice. The mutation profile in early- and late-stage tumors was studied in male mice (4). Specifically, mutations in *Trp53* (80%), *Kmt2d* (70%), *Kmt2c* (90%), *Hmcn1* (90%), and *Arid1a* (30%) are frequently mutated in the BBN-induced tumors in male C57BL/6 mice (4). A comparison between BBN-induced bladder cancer in C57BL/6 and FVB host demonstrated that urothelial cell carcinoma often had squamous features in both strain backgrounds, but glandular differentiation was only found in the FVB strain (13). The inflammatory response in BBN-induced tumors was characterized by increased immunoinhibitory molecules leading to tumor escape (9).

One of the limiting factors to testing novel therapeutics in bladder cancer, including those that have an immune component to their efficacy such as immune checkpoint inhibitors, is the lack of preclinical models that reflect human disease. Optimally preclinical models should represent the molecular subtypes seen in patients, consider the male-to-female bladder cancer incidence ratio of 3:1, and reflect the composition of immune cells infiltrating the tumor (immune contexture). The molecular subtype and immune contexture strongly associate with overall survival in bladder cancer (14); thereby highlighting the need for pre-clinical models reflecting the spectrum of clinical disease to develop novel therapeutics. The BBN carcinogen-induced model recapitulates many of these key features of the clinical disease including presenting with a variety of molecular subtypes, sex disparity with male mice presenting with disease early and female with more aggressive disease later and presenting with a variety of immune infiltrates. Unfortunately, the high degree of heterogeneity and long extended timeframe required for the development of tumors in the BBN carcinogen-induced mouse bladder tumor model presents many logistical challenges for *in vivo* mechanistic studies of novel therapeutics. In the current study, eight sex-matched BBN-induced Urothelium Roswell Park (BURP) tumor lines were developed from C57BL/6NTac male and female mice after continuous exposure to BBN in the drinking water. Because these models represent molecularly distinct subtypes of bladder cancer in both male and female mice, they provide unique models to study the impact of molecular subtype, sex disparities, and immune contexture on novel immune and non-immune based therapeutics in bladder cancer.

## 2 Methods

Summary of experimental design is depicted in **Figure 1**.

**Figure 1:**
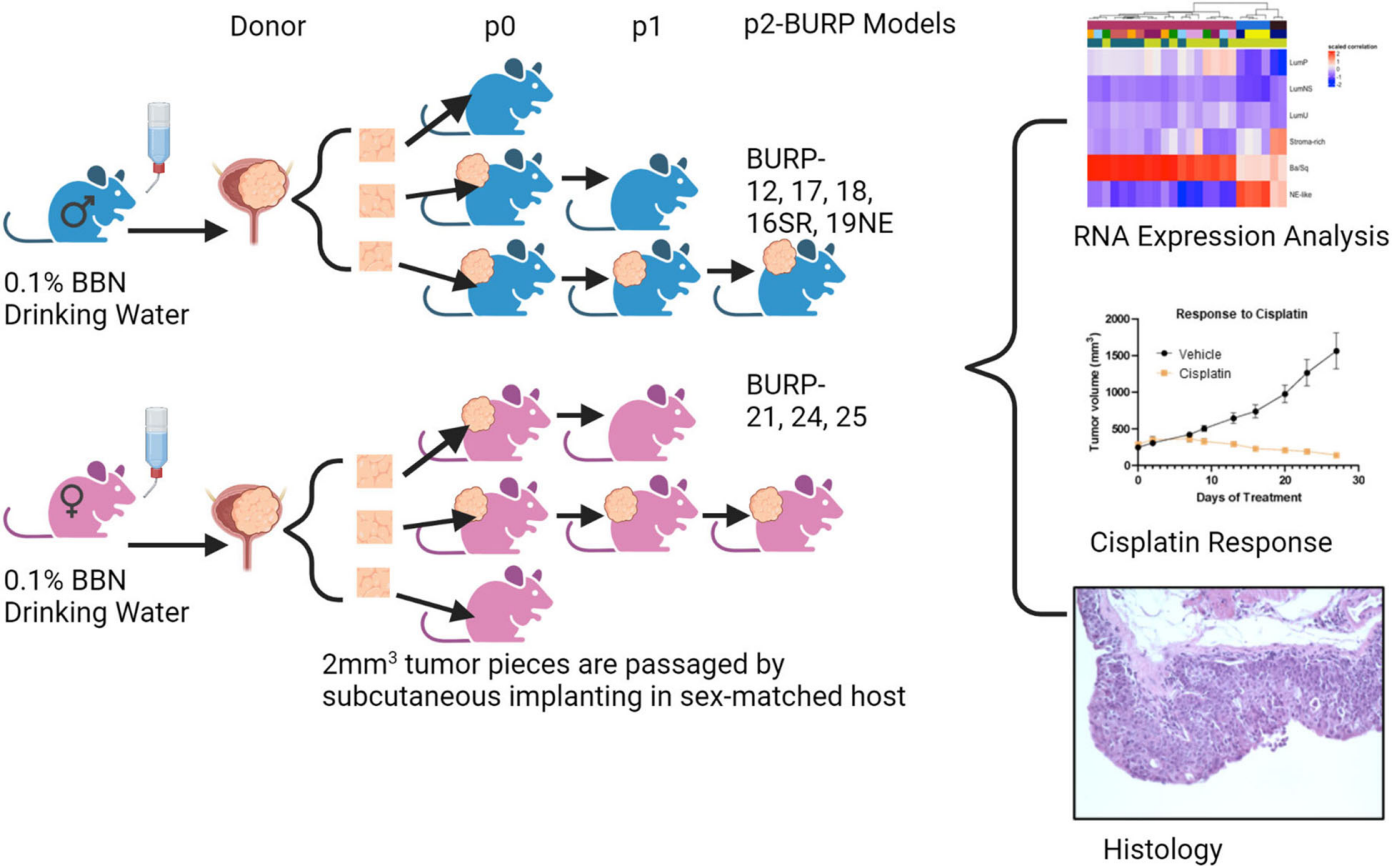
Graphical representation of methods. Created in BioRender.com.

### 2.1 Development of a syngeneic immune intact model of bladder cancer

#### 2.1.1 BBN model and BBN-induced Urothelial carcinoma Roswell Park tumor lines

Mice were housed in the Laboratory Animal Shared Resource (LASR) at Roswell Park in a limited access barrier facility. LASR is an AAALAC International Accredited Animal Program. Male and female C57BL/6NTac mice at 8 weeks of age received 0.1% of BBN (TCI Chemicals, Cat # B0938) in their drinking water *ad libitum* for up to 36 weeks. Weekly abdominal palpations monitored bladder tumor formation. The high-grade disease was determined by detection of tumor on abdominal palpation and/or by detection of blood in the urine, at which time the mice were euthanized as per Roswell Park Institutional Animal Care and Use Committee (IACUC) guidelines. Bladders were removed and processed for passage subcutaneously into sex-matched C57BL/6NTac host mice. Mice treated with BBN that developed primary bladder tumors were denoted as donor mice. The tumors that grew from the first subcutaneous passage from donor mice were referred to as P0 passage, and the subsequent subcutaneous passages as P1, P2, etc. The allograft models were considered established BURP tumor lines after no histological drift were observed between passages, usually after P2.

#### 2.1.2 Histologic evaluation and immunohistochemistry analysis

Tissues were fixed in 10% buffered formalin for 24 hours before processing for paraffin embedding. Once fixed, samples were embedded in paraffin and sectioned at 5 microns on Starfrost adhesive slides (Mercedes Medical; Catalog #MER 7255/90/WH). Slides were deparaffinized in three xylene baths and then rehydrated in graded 100% to 70% alcohols, followed by ddH_2_O. IHC was performed using the DAKO Autostainer Plus and Hematoxylin and Eosin (H&E) (Agilent Technologies, #CS11830-2) staining was performed using the DAKO CoverStainer. For IHC staining, slides were incubated in 1x pH6 citrate buffer (Invitrogen Cat #00-5000) for 20 minutes. Slides were incubated in 3% H_2_O_2_ (ThermoFisher Scientific; Catalog #H325-500) for 15 min to quench endogenous peroxidase activity. To block non-specific binding, tissues were incubated with normal goat or rabbit serum for 10 min (**Table 1**), followed by avidin/biotin block (Vector Labs Cat#SP-2001). Primary antibodies (**Table 1**) were diluted in 1% bovine serum albumin (BSA) solution (ThermoFisher Scientific; Catalog# BP1605-100) and incubated for 30 minutes at room temperature, followed by the biotinylated secondary antibodies (**Table 1**) for 15 minutes at room temperature. ABC reagent (Vector Labs Cat #PK 6100) was applied for signal enhancement for 30 minutes at room temperature. To reveal the peroxidase activity, slides were incubated with 3,3’-diaminobenzidine (DAB) substrate (Dako Cat #K3467) for 5 minutes and counterstained with DAKO Hematoxylin for 20 seconds at room temperature. Slides for H&E and IHC were dehydrated through several baths of graded alcohols and three xylenes and then coverslipped using the DAKO CoverStainer.

**Table 1:** Immunohistological staining reagents, sources and dilutions.

IHC Materials	Anti-CK5	Anti-TP63	Anti-FOXA1	Anti-GATA3	Anti-Synaptophysin	Anti-Vimentin
**Serum block** source catalog number (dilution)	goat serum Thermo Fisher Scientific Cat#50062Z	goat serum Thermo Fisher Scientific Cat#50062Z	goat serum Thermo Fisher Scientific Cat#50062Z	rabbit serum Thermo Fisher Scientific 16120107 (1:10)	goat serum Thermo Fisher Scientific Cat#50062Z	goat serum Thermo Fisher Scientific Cat#50062Z
**Primary antibody**: source catalog number (dilution)	Covance PRB 160p-100 (1:5000)	Santa Cruz SC-8431 (1:1000)	Abcam ab55178 (1:400)	Cell Signaling 5852 (1:100)	Abcam ab52636 (1:400)	Cell Signaling 5741 (1:400)
**Vector Laboratories secondary antibodies** catalog number (dilution)	Goat anti-rabbit BA-1000 (1:600)	Goat anti-rabbit BA-1000 (1:600)	Horse anti-mouse BA-2000 (1:1000)	Rabbit anti-goat BA-9400 (1:600)	Goat anti-rabbit BA-1000 (1:600)	Goat anti-rabbit BA-1000 (1:600)

### 2.2 Cisplatin treatment

BURP-16SR and BURP-24BaSq lines were implanted subcutaneously as 1-2 mm^3^ pieces into sex-matched C57BL/6NTac host mice (BURP-16SR n=21; BURP-24BaSq n =19). When tumors reached 250mm^3^, approximately 12 weeks after implantation, body weight was recorded weekly to monitor mice randomized into treated and control groups. Mice were treated with 10mg/kg of cisplatin using a stock 1 mg/ml formulation (TEVA Pharmaceuticals South Wales PA) or saline vehicle control, I.V. once a week for 4 weeks, and calipers used to measure change in tumor growth. One week after final treatment, mice were collected for tumor analysis (BURP-16SR n=10 Cisplatin; n=11 Vehicle; BURP-24BaSq n=7 Cisplatin; n=8 Vehicle). Tumor growth curves of treated compared to vehicle controls were analyzed with unpaired student t-test using Prism GraphPad software.

### 2.3 Whole transcriptome sequencing (RNA-seq)

#### 2.3.1 Total RNA isolation

Total and small RNA was isolated and purified using the miRNeasy mini kit (Qiagen, Cat # 217084) according to the manufacturer’s directions. Briefly, 10-50 mg of frozen tissue was homogenized for 5 minutes in 700 µl of Qiazol reagent using Navy Rhino tubes in a Bullet Blender Homogenizer (Next Advance). The homogenates were allowed to sit at room temperature for 5 mins. After incubation, chloroform was added, and the samples were shaken for 15 sec. After adding chloroform, the homogenates were separated into aqueous and organic phases by centrifugation. RNA partitions to the upper aqueous phase, DNA partitions to the interphase and proteins to the lower organic phase or the interphase. The upper aqueous phase was transferred to a fresh tube, and ethanol was added to provide appropriate binding conditions for all RNA molecules larger than 18 nucleotides. The aqueous fraction samples were then applied to the miRNeasy Mini spin column, where total RNA bound to the membrane and phenol and other contaminants were efficiently washed away. On-column DNAse digestion was performed to remove residual genomic DNA contamination, followed by additional washes. High-quality RNA was eluted in 60 µl of RNase-free water. A quantitative assessment of the purified total RNA was performed using a Qubit Broad Range RNA kit (Thermofisher Cat# Q10210). The concentration was determined by Ribogreen fluorescent binding to isolated RNA. The RNA was further evaluated qualitatively using RNA Nanotape on the 4200 Tapestation (Agilent technologies), where the sizing of the RNA was determined, and a qualitative numerical score (RINe) was assigned to each sample. RNA with RIN of greater than 7 was used for RNA-seq analysis.

#### 2.3.2 Whole transcriptome sequencing (RNA-seq)

RNA-seq analysis was performed by the Roswell Park Genomics Shared Resource. The sequencing libraries were prepared with the RNA HyperPrep Kit with RiboErase (HMR) (Roche Sequencing Solutions) using 500 ng of total RNA, following the manufacturer’s instructions. Briefly, the first step depletes rRNA from total RNA, followed by DNA digestion to remove any gDNA contamination. Next, samples were purified, fragmented, and primed for cDNA synthesis. The fragmented RNA was reverse transcribed into first-strand cDNA using random primers. The next step removed the RNA template and synthesized a replacement strand, incorporating dUTP in place of dTTP to generate ds cDNA. Pure Beads (Kapa Biosystems) were used to separate the ds cDNA from the second strand reaction mix resulting in blunt-ended cDNA. A single ‘A’ nucleotide was added to the 3’ ends of the blunt fragments. Multiple indexing adapters, containing a single ‘T’ nucleotide on the 3’ end of the adapter, were ligated to the ends of the ds cDNA, preparing them for hybridization onto a flow cell. Adapter ligated libraries were amplified by PCR, purified using Pure Beads, and validated for appropriate size on a 4200 TapeStation D1000 Screentape (Agilent Technologies, Inc.). The DNA libraries were quantified using a Kapa Biosystems qPCR kit and pooled at an equimolar concentration. Each pool was denatured and diluted to 350 pM with a 1% PhiX control library added. The resulting pool was loaded into the appropriate NovaSeq Reagent cartridge for 100-cycle paired-end sequencing and run on a NovaSeq6000 following the manufacturer’s recommended protocol (Illumina Inc.). Sequencing quality control was assessed using FASTQC v0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the mouse genome GRCM38 M16 (genocode) using STAR v2.6.0a (15) and post-alignment quality control was assessed using RSeQC v2.6.5 (16). Aligned reads were quantified using RSEM v1.3.1 (17).

### 2.4 Molecular analysis

#### 2.4.1 Differential gene expression analysis

Raw reads from RNA-seq data were transformed to CPM and log-CPM by applying the CPM transformation function of the *edgeR* R package (Bioconductor). After the transformation, low expressed genes were filtered out and normalized by the trimmed mean of M-values. Multidimensional scaling (MDS) was performed using the *limma* R package (Bioconductor) to identify tumor lines that are transcriptionally similar and hence clustered together. The expression values of tumor lines were compared to normal mouse bladder sequence obtained from GSE112973 (7) by fitting linear models using the limma package to identify differentially expressed genes for each tumor line. The false discovery rate was less than 0.05. The regulon activity of 23 regulators associated with bladder cancer was determined by the following method as outlined by Aurelie and colleagues using the *RTN* R package (2.6.0) (1). Succinctly, a regulatory network is provided as an RTN TNI-class object, and the regulon activity is calculated for each tumor line. Using the RTN’s *tni.gsea2* function, the two-tailed GSEA tests were calculated. The enrichment score (dES) is the difference between the positive and negative enrichment score and represents regulon activity. Unsupervised hierarchical clustering was performed for the signature using the *ComplexHeatmap* R package.

#### 2.4.2 Consensus molecular classification of BURP tumor lines

The molecular subtype of BURP tumor lines was determined by applying the consensus classifiers developed by Kamoun and colleagues, using the *consensusClassifier* R package (1). This package implements the nearest-centroid transcriptomic classifier. Since the classifier labels were specific for human Entrez IDs, the mouse gene ids were converted to homologous human gene ids using the *BiomaRt* R package. Using log-CPM values, the correlation values to the classifiers were obtained using a minimum correlation of 0.1.

#### 2.4.3 Deriving transcriptional signatures associated with gender in Ba/Sq BURP tumor lines

To derive differentially expressed genes between male and female BURP lines, a differential expression analysis was performed using DESeq2 (18). Differential expression rank order was utilized for subsequent Gene Set Enrichment Analysis (GSEA), performed using the clusterProfiler (19) package in R. Gene sets queried included those from the Hallmark, Reactome, and Gene Ontology Biological Processes (GO-BP). Gene Sets available through the Molecular Signatures Database (MSigDB) (20).

#### 2.4.4 Identifying immune cell profile of BURP tumor lines from bulk tumor expression data

The CIBERSORT algorithm (21) was applied to deconvolve the immune cell signature from bulk tumor expression data. For identifying the mouse immune cells, the input signature matrix from ImmuCC (22, 23) was used that included signatures of 25 murine immune cells. The CIBERSORT algorithm deconvolves the solid tumor by applying a machine learning approach called support vector regression method that solves for identifying the relative fraction of each cell type.

## 3 Results

### 3.1 BBN-induced urothelial carcinoma Roswell Park tumor model

The BURP tumor lines were developed by exposing C57BL/6NTac mice to 0.1% BBN carcinogen in the drinking water ad libitum until palpable tumors formed. C57BL/6NTac mice on 0.1% BBN drinking water developed spontaneous primary tumors in the bladder as early as 20 weeks, with high-grade muscle-invasive disease developing between 28 and 36 weeks, as determined by pathologic analysis. Established tumor lines were developed by passaging primary carcinogen-induced tumors subcutaneously into sex-matched C57BL/6NTac immune-competent mice as 1-2 mm^3^ tumor tissue. A tumor line was considered established when there was consistency in the histological phenotype between consecutive passages. Most BURP lines demonstrated a consistent histological phenotype from the initial tumor (P0) grown in host animals. All BURP tumor lines demonstrated consistent histological phenotype by three passages (p2). Eight tumor lines, 5 from male and 3 from female, were established and pathology was characterized in comparison to the original donor tumors (**Table 2** and **Figure 2**, higher magnification in **Supplementary Figures 1**, **2**). Histologically, all of the original BBN-induced bladder tumors were muscle-invasive with conventional urothelial carcinoma characteristics containing squamous differentiation and sarcomatoid features (**Table 2** and **Figure 2**). All of the BURP tumor lines showed reduced differentiation and immune infiltrates compared to the original tumors as indicated by lymphocyte detection by pathologic analysis. Six of the eight BURP lines (BURP-12, -17, -18, -21, -24, -25) have similar pathology of urothelial carcinoma (with squamous differentiation) comparable to their originating tumors; while BURP-16SR has a spindling pleomorphic pathology and BURP-19NE demonstrated poorly differentiated pathology. At the time of necropsy all BURP host animals were grossly examined for metastatic lesions. No animals presented with metastasis.

**Table 2:** Donor and BURP model sex, pathology, tumor stage, and immune infiltrates.

		Donor			BURP Line	
Line	Sex	Pathology	Stage	Immune Infiltrates	Pathology	Immune Infiltrates
**BURP-12**	M	Invasive UC, w/sq diff	T3	Minimal	UC w/sq diff	Minimal
**BURP-16SR**	M	Invasive UC, with sarcomatoid features	T2	Moderate	Sarcomatoid	Minimal
**BURP-17**	M	Invasive UC, w/sq diff	T2	Minimal	UC w/sq diff	Minimal
**BURP-18**	M	Invasive UC, w/sq diff	T2	Moderate	UC w/sq diff	Minimal
**BURP-19NE**	M	Invasive UC, w/sq diff	T1	Heavy	Poorly diff	Minimal
**BURP-21**	F	Invasive UC, w/sq diff	T1	Minimal	UC w/sq diff	Minimal
**BURP-24**	F	Invasive UC, w/sq diff and sarcomatoid features	T2	Minimal	UC w/sq diff	Minimal
**BURP-25**	F	Invasive UC, w/sq diff	T1	Minimal	UC with sq diff	Minimal

M, Male; F, Female; UC, urothelial cell carcinoma; w/, with; sq diff, squamous differentiation.

**Figure 2:**
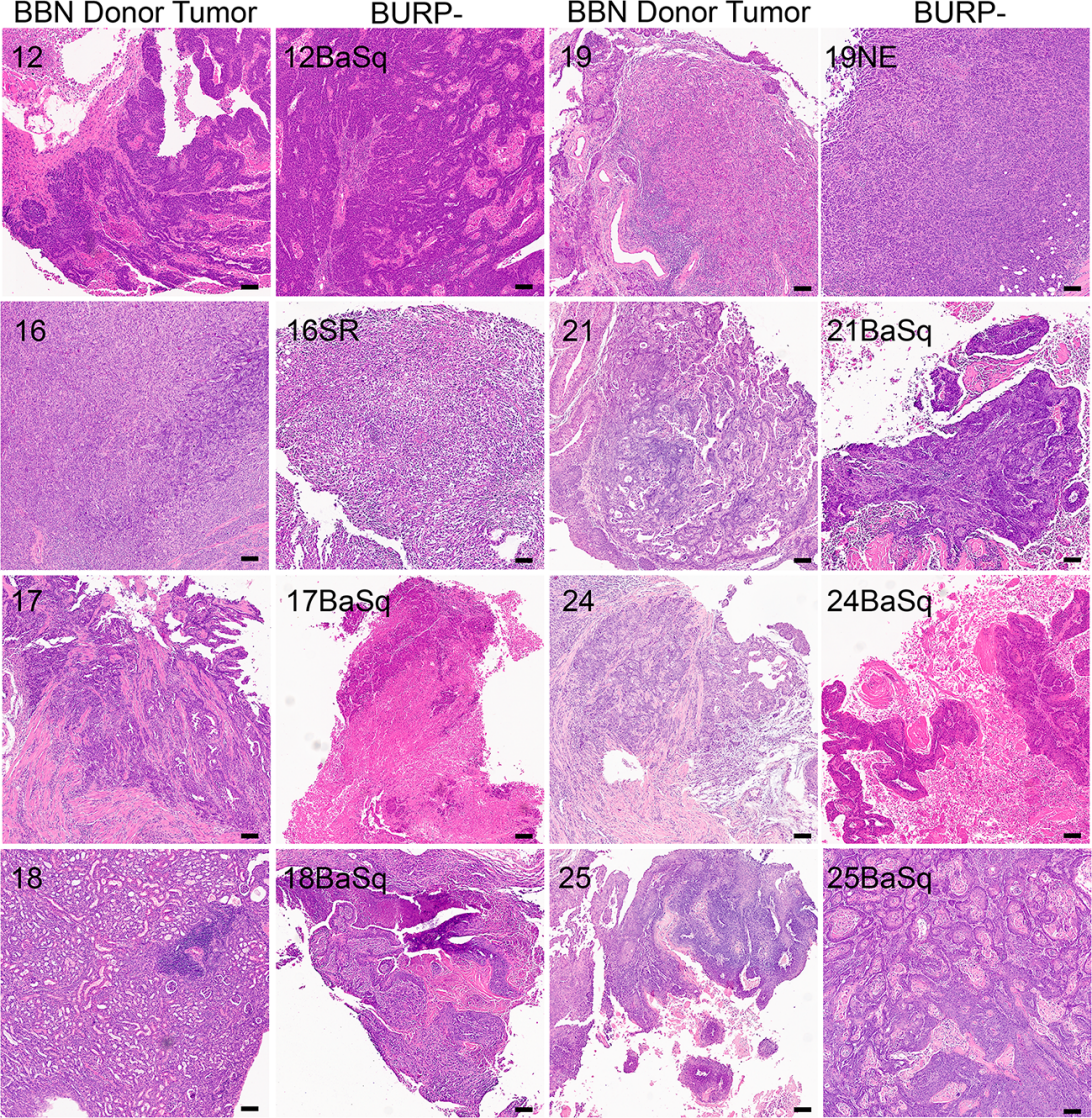
Generation of histologically diverse BURP tumor lines. H&E of original high-grade muscle-invasive tumors (BBN Donor Tumor) in male and female C57BL/6 mice exposed to 0.1% BBN. Representative H&E from each established BURP tumor lines from each original BBN Donor Tumor, Scale bar is 100µm.

### 3.2 Molecular features of BURP tumor models

Differential gene expression of the BURP tumor lines was evaluated using transcriptomic data obtained *via* RNA-seq analysis of three independent tumors from each line at passages between p2 and p5, the time at which the tumor lines were considered established. 

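Total RNA from 24 tumors, 3 from each of the 8 BURP lines, was sequenced after depletion of ribosomal RNA. The authors aligned the paired-end reads to the mouse genome build GRCm38 and deposited estimated counts per gene for 53465 genes, without normalization. The estimates came from RSEM, which divides reads that fit several genes among them, and 12.5% of the values were not whole numbers, so they were rounded before any model of counts was fitted. Total counts per tumor ranged from 9295708 to 25370320, with a median of 17693147. Levels were expressed as CPM after normalization for library size by edgeR's TMM method. The smallest level that a library could show, taken as 3 counts, lay between 0.106 and 1.33 CPM. These floors, and the intervals given for shares of counts, cover counting error only. Of all genes, 37385 had at least 1 count in some tumor. In 23 tumors the gene with the most counts was Gm26917, a noncoding RNA gene on chromosome 17 from 39843013 to 39846341, which took between 5.62% and 18.1% of the counts. In tumor C102-M30 of BURP-25BaSq it was CT010467.1 (ENSMUSG00000106106.2), which the annotation lists as ribosomal RNA, on chromosome 17 from 39846353 to 39848827. CT010467.1 took 61.9% of the counts of that tumor (95% Wilson interval 61.87% to 61.93%), which left 3725742 counts on all other genes. Across genes, Pearson's r of log2 CPM between replicate tumors of a line ranged from 0.881 to 0.985 over the 24 pairs, although genes are not independent replicates. Between replicate tumors the variance of the counts exceeded counting noise at least 21.8 times. By their labels, the tumors of a line descend from 1 donor tumor. The library labelled C102-M1 of BURP-25BaSq resembles BURP-21BaSq more than its own line, and values for these 2 lines follow the labels unless stated. Neither the sample labels nor the paper give a sequencing batch.

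**Figure D1:**
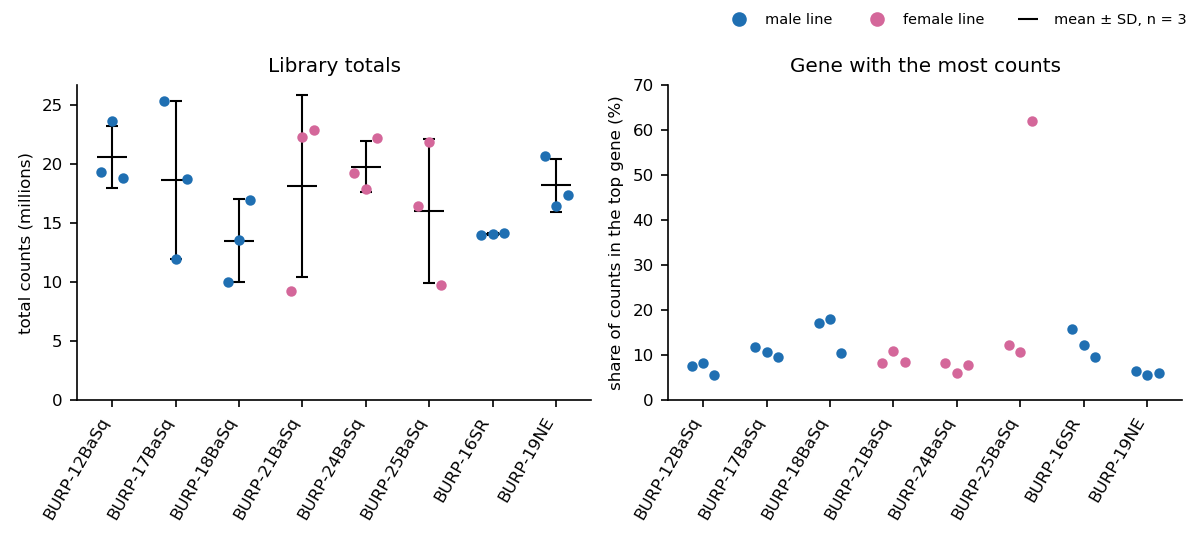
Total counts per tumor and the percent of counts taken by the gene with the most counts, for each of the 24 tumors grouped by BURP line. Totals run from 9295708 to 25370320, and C102-M30 of BURP-25BaSq stands apart with 61.9% of its counts on 1 gene.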

Multidimensional scaling (MDS) analysis was performed using bulk tumor RNA-seq data to identify the transcriptomic differences between the eight BURP tumor lines. The transcriptomic differences between the tumor lines were mapped using euclidean distance and represented as an MDS plot (**Figure 3A**). Each data point represents an individual tumor, with the color representing the BURP tumor line and the shape representing the sex of mouse from which the tumor line was derived. The MDS plot shows that the BURP tumor lines clustered in 3 groups, indicating that the eight BURP models can be divided into 3 transcriptomic classifications (**Figure 3A**). 

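For the MDS, the 21383 genes that passed edgeR's filterByExpr over the 24 tumors were placed on the log2 CPM scale with a prior count of 2. The distance between 2 tumors was the root mean square log2 fold change of the 500 genes that differed most between them, as computed by limma's plotMDS. Dimension 1 held 36.3% of the variance and dimension 2 held 9.92%. Separation of the paper's 3 clusters was measured by the silhouette width, which is 1 for a tumor far from the other clusters and 0 for a tumor on the border of another cluster. It was computed from positions on dimensions 1 and 2 only. It therefore describes the plot and not the separation in the full distances between tumors. The silhouette width averaged 0.839 over the 24 tumors and was lowest at 0.606. Leaving out tumor C80-M3 of BURP-19NE moved this average most, to 0.619.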

Among the three groups, Clusters 2 and 3 each had one BURP tumor line (BURP-19NE and BURP-16SR, respectively). 

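The silhouette width averaged 0.885 over the 3 tumors of Cluster 2 and 0.898 over the 3 tumors of Cluster 3. Tumors of BURP-19NE lay 7.59 ± 0.37 (SD, 54 pairs) from the Ba/Sq tumors on the log2 scale of the MDS distance. For BURP-16SR, the distance to the Ba/Sq tumors was 7.42 ± 0.42 (SD, 54 pairs). The 2 lines lay 6.22 ± 0.40 (SD, 9 pairs) from each other. Replicate tumors were closer together, at 3.02 ± 0.32 (SD, 3 pairs) within BURP-19NE and 4.81 ± 1.12 (SD, 3 pairs) within BURP-16SR. The lowest distance between a BURP-16SR and a BURP-19NE tumor was 5.62, below the highest distance within BURP-16SR of 5.71.

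**Figure D2:**
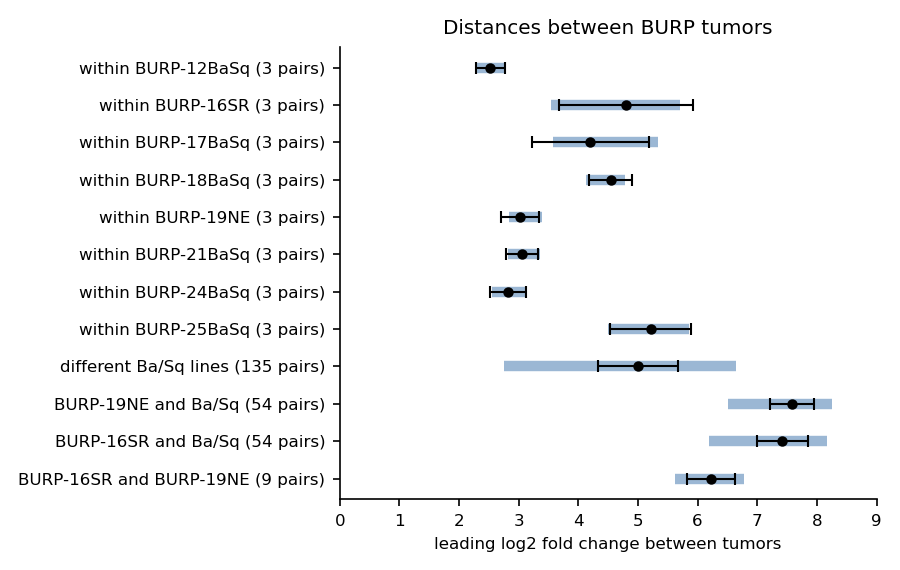
MDS distance (root mean square log2 fold change of the 500 genes that differ most) for pairs of tumors of the same line and of different groups, with the mean and SD of each set of pairs. Pairs of BURP-19NE or BURP-16SR with Ba/Sq tumors lie highest, with means of 7.59 and 7.42.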

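Among the squamous lines, tumors of different lines lay 5.00 ± 0.67 (SD, 135 pairs) apart. The mean distance within a squamous line ran from 2.53 in BURP-12BaSq to 5.21 in BURP-25BaSq. Within BURP-25BaSq, the library labelled C102-M1 lay 5.57 on average from the other 2 tumors, which were 4.50 apart, and only 2.85 on average from the 3 BURP-21BaSq tumors. Its label is therefore in doubt. The silhouette width of the 18 squamous tumors averaged 0.821. Each squamous line was also compared with the 15 tumors of the other 5 by edgeR's quasi-likelihood test over 20523 genes, with an adjusted p under 0.05 and a fold change above 2 as the threshold. With the tumors as labelled, 2065 genes passed this threshold for BURP-18BaSq, 941 for BURP-12BaSq, 339 for BURP-24BaSq, 220 for BURP-17BaSq and 56 for BURP-25BaSq. For BURP-21BaSq there were 4 such genes, with 2213 genes at an unadjusted p under 0.05. Looked up only after their number was seen, they included Gm19035 and Igf2bp3, which were higher in BURP-21BaSq, and Ckmt1, which was lower. In settings chosen after seeing the data, 123 genes passed for BURP-21BaSq and 320 for BURP-25BaSq without C102-M1, and 323 and 350 with C102-M1 counted as BURP-21BaSq.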

Cluster 1 contains all six tumor lines with squamous differentiation (BURP-12BaSq, -17, -18, -21, -24, and -25).

**Figure 3:**
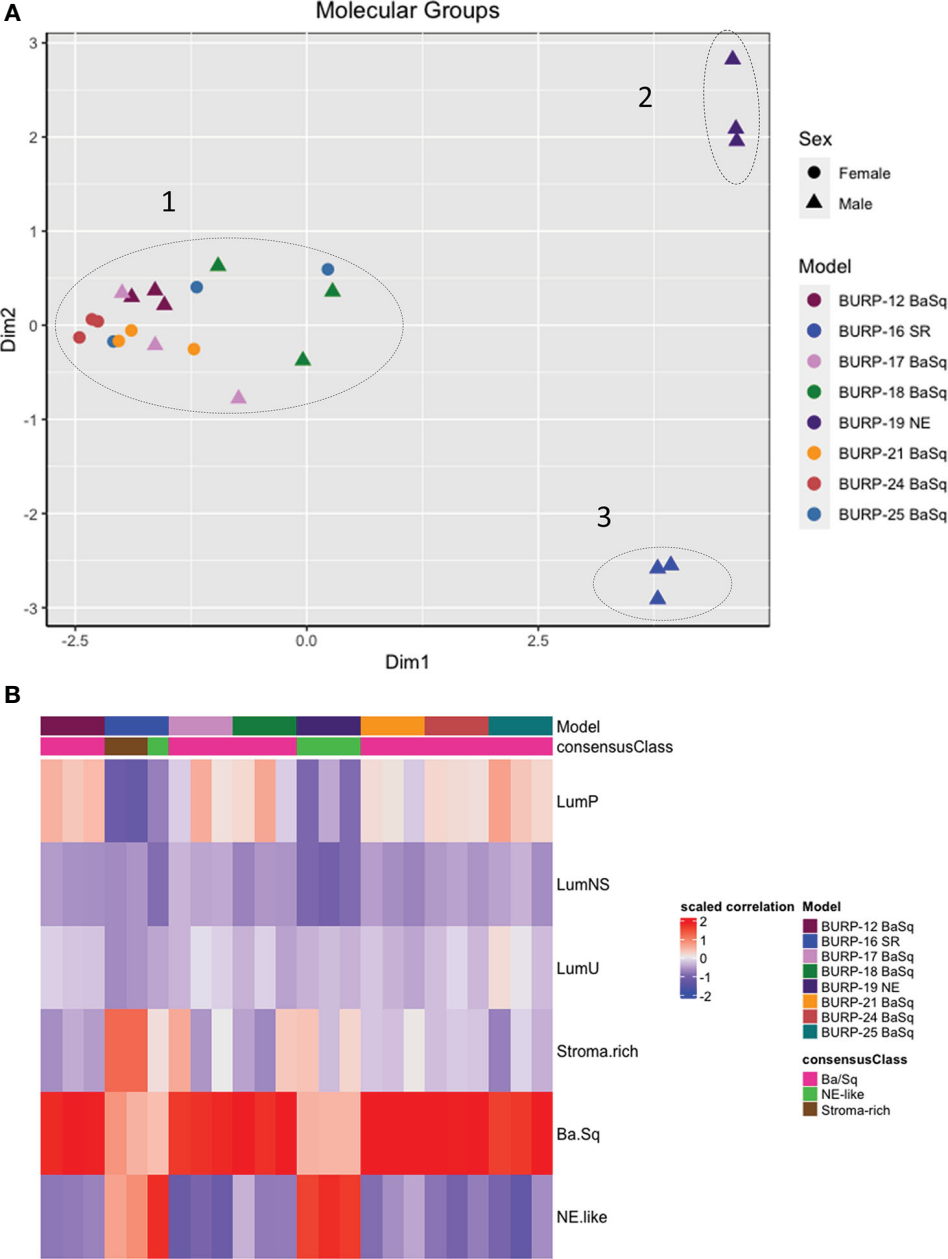
Molecular characterization of BURP tumor lines. **(A)** Multidimensional scaling (MDS) analysis of gene expression in the eight BURP tumor lines. Each data point represents an individual tumor with different colors representing different BURP tumor lines. Male lines are indicated by a triangle and female lines by a circle. The dotted lines mark three different clusters. The x and y axis depict eigenvalues in 2 dimensions (Dim1 and Dim2). **(B)** Heatmap of Molecular Consensus classifiers from Kamoun et al., 2020 for the BURP tumor lines. The color represents scaled correlation coefficient values between the BURP tumor line transcriptome data and the Consensus classifiers. Red represents higher correlation, and blue represents lower correlation.

Next the association of the BURP lines with the consensus molecular classifiers from Kamoun et al. (1) was determined. The consensus molecular analysis correlates the input expression matrix and the different molecular classifiers. The highest positive correlation between the input gene matrix and the molecular classifier helps identify the molecular classification for that particular tumor line. 

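The centroids of the classifier were not used here, and the subtypes were instead followed through panels of marker genes fixed before the counts were examined. The panels covered basal and squamous genes (24), luminal and urothelial genes (22), neuroendocrine genes (24), stromal genes (30), smooth muscle genes (10) and genes of epithelial adhesion (15). The score of a tumor was the mean over the genes of a panel of log2 CPM, with each gene centred on the mean of the 24 tumors. Scores of BURP-19NE or BURP-16SR were compared with those of the 18 Ba/Sq tumors by a two-sided exact permutation test, in a family of 12 tests with Benjamini-Hochberg adjustment. The smallest p that 3 tumors against 18 allow is 7.52e-04. The permutations treat tumors as independent, although those of 1 line share a donor. Keeping the genes with at least 10 counts in every tumor moved the scores most and left 9 basal and squamous, 8 luminal, 3 neuroendocrine and 22 stromal genes. With that filter, the score difference of the basal and squamous panel (basal_squamous panel, BURP-19NE versus Ba/Sq lines) went from -7.98 to -3.64. The filter drops genes that are off in BURP-19NE or BURP-16SR, such as Krt5, so a smaller or reversed difference under it follows in part from the change itself.

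**Figure D3:**
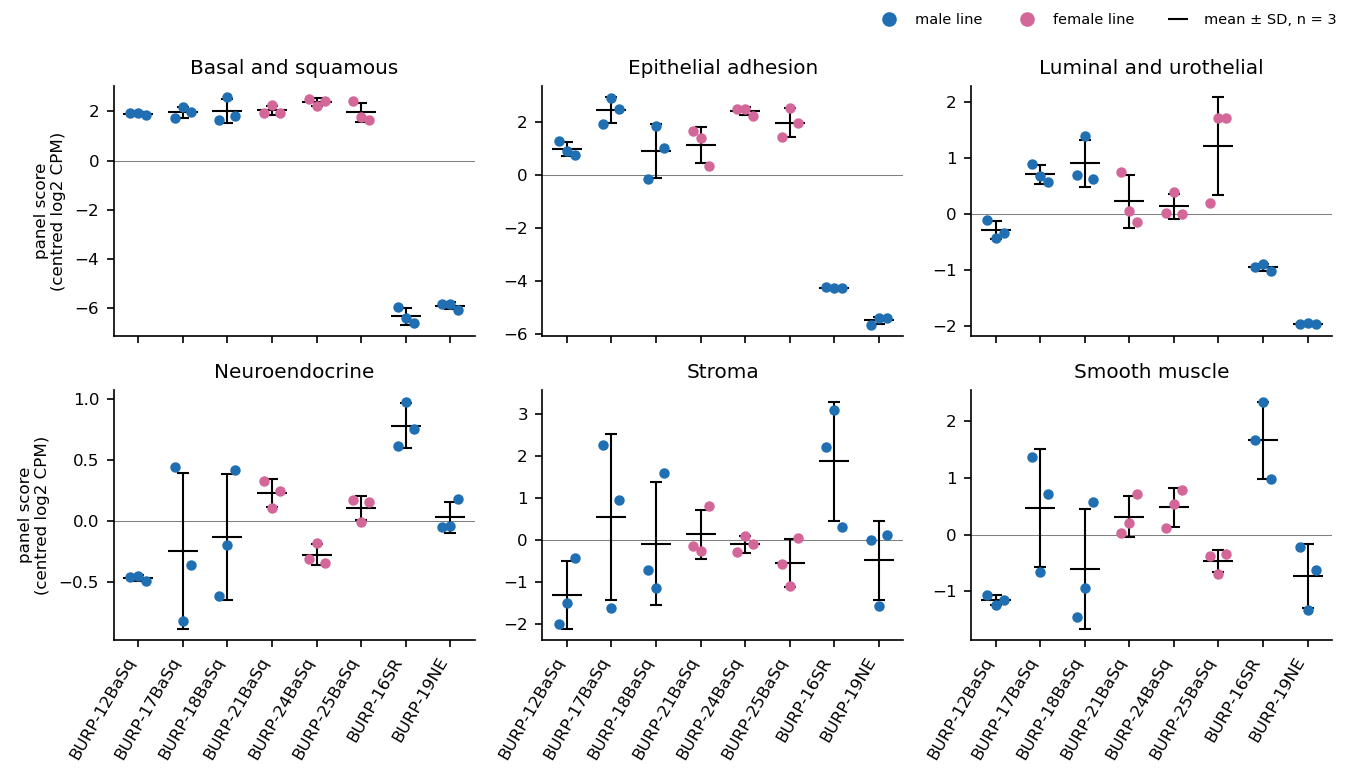
Scores of the 6 subtype panels (log2 CPM relative to the mean of the 24 tumors) for each tumor, by BURP line. The basal and squamous score lies near 2.05 in the Ba/Sq lines, at -5.93 in BURP-19NE and at -6.35 in BURP-16SR.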

Of the six different molecular classifications, BURP tumor lines had a high positive correlation with the Ba/Sq, stroma-rich, and NE-like subtypes (**Figure 3B**). 

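In the 6 Ba/Sq lines, the mean basal and squamous score of the line lay between 1.91 and 2.39. Krt5 (ENSMUSG00000061527.6), which encodes CK5 on chromosome 15 from 101707070 to 101712898, was at 4130 ± 929 CPM (SD, n = 18) in these tumors, with a lowest value of 2932 CPM. BURP-19NE showed at most 1 count of Krt5 in a tumor, which put it at least 26281-fold lower. In BURP-16SR Krt5 was at 0.112 ± 0.195 CPM (SD, n = 3), from at most 4 counts, and its adjusted p against the Ba/Sq tumors was 3.23e-12 in edgeR's quasi-likelihood test. Trp63 (ENSMUSG00000022510.14), on chromosome 16 from 25683763 to 25892102, was at 393 ± 154 CPM (SD, n = 18) in the Ba/Sq tumors. It was at least 1554-fold lower in BURP-16SR. Every Ba/Sq tumor was above every BURP-19NE and BURP-16SR tumor for both genes.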

Six tumor lines (BURP-12, -17, -18, -21, -24, -25BaSq) of Cluster 1 had high correlation with Ba/Sq classification (**Figure 3A**) and had squamous differentiation morphology (**Figure 2**). BURP-19NE had high correlations with the NE-like classification (Cluster 2, **Figure 3A**) and a spindling pleomorphic pathology (**Figure 2**). 

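The basal and squamous score of BURP-19NE was far below that of the Ba/Sq tumors (exact permutation p = 7.52e-04, adjusted p = 0.0015). Its epithelial adhesion score, on genes such as Cdh1 and Epcam, differed by -7.11, with the same p-values. The neuroendocrine score was 0.03 ± 0.13 (SD, n = 3) in BURP-19NE and -0.13 ± 0.38 (SD, n = 18) in the Ba/Sq tumors. This difference of 0.16 was within the spread of the Ba/Sq tumors (exact permutation p = 0.480, adjusted p = 0.524), and 3 other lines had a higher neuroendocrine score. Syp (ENSMUSG00000031144.15), which encodes synaptophysin on chromosome X from 7638471 to 7653256, was at 0.421 ± 0.152 CPM (SD, n = 3) in BURP-19NE, from at most 12 counts. In the Ba/Sq tumors it was at 0.427 ± 0.353 CPM (SD, n = 18). Its log2 fold change was -0.01 (standard error 0.72, adjusted p = 0.993 from edgeR's quasi-likelihood test) and turned to 0.13 when all 24 tumors entered the fit with 1 coefficient per line. Standard errors given with edgeR are the absolute log2 fold change divided by the root of the F statistic. Over the 7 markers that the paper stained or names, the adjusted p of BURP-19NE against the Ba/Sq tumors was under 0.05 for 3 when adjusted over all genes and for 4 when adjusted over the 7.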

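In the stromal panel, which holds collagen genes such as Col1a1 and Col3a1, BURP-16SR scored 1.88 ± 1.42 (SD, n = 3) and the Ba/Sq tumors -0.23 ± 1.11 (SD, n = 18). The difference of 2.11 had an exact permutation p of 0.00827 and an adjusted p of 0.0110. Its 3 tumors scored 3.11, 2.21 and 0.32, and the lower 2 of them lay within the range of the Ba/Sq tumors. The smooth muscle score of BURP-16SR was 1.66 ± 0.68 (SD, n = 3), higher by 1.82 than in the Ba/Sq tumors (exact permutation p = 0.0015, adjusted p = 0.00226). The neuroendocrine score was 0.78 ± 0.18 (SD, n = 3), the highest of the 8 lines, and every BURP-16SR tumor was above every Ba/Sq tumor (difference 0.91, exact permutation p = 7.52e-04, adjusted p = 0.0015). On the 3 neuroendocrine genes with at least 10 counts in every tumor, this difference reversed to -0.64. Vim (ENSMUSG00000026728.9), which encodes vimentin on chromosome 2 from 13573927 to 13582826, was at 1483 ± 67.6 CPM (SD, n = 3) in BURP-16SR and 118 ± 126 CPM (SD, n = 18) in the Ba/Sq tumors. This was a log2 fold change of 3.72 (standard error 0.58, adjusted p = 6.22e-05 from edgeR's quasi-likelihood test). With each tumor left out in turn, it stayed between 3.65 and 4.05. The epithelial adhesion score of BURP-16SR was lower than that of the Ba/Sq tumors by 5.88 (difference -5.88, exact permutation p = 7.52e-04, adjusted p = 0.0015).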

BURP-16SR had a high correlation with stroma-rich (2/3 replicates) and NE-like (1/3 replicates) classifications (Cluster 3, **Figure 3A**) and poorly differentiated pathology (**Figure 2**). 

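The luminal panel, which holds uroplakin genes such as Upk2 and Upk3a, was lowest in BURP-19NE at -1.95 ± 0.02 (SD, n = 3). The difference from the Ba/Sq tumors was -2.44 (exact permutation p = 7.52e-04, adjusted p = 0.0015), and on the 8 genes with at least 10 counts in every tumor it was -0.27, with an adjusted p above 0.05. In BURP-16SR the luminal score was -0.95 ± 0.06 (SD, n = 3), with a difference of -1.43 (exact permutation p = 0.0015, adjusted p = 0.00226), which turned to 0.23 on those 8 genes. Among the Ba/Sq lines the luminal score was highest in BURP-25BaSq, at 1.21 ± 0.87 (SD, n = 3) as labelled and 1.71 ± 0.01 (SD, n = 2) without C102-M1, whose label is in doubt, and lowest in BURP-12BaSq, at -0.29 ± 0.16 (SD, n = 3). Krt20 (ENSMUSG00000035775.2), on chromosome 11 from 99428403 to 99438150, was at 67.1 ± 111 CPM (SD, n = 3) in BURP-25BaSq, where the library labelled C102-M1 was at 0.279 CPM and the other 2 tumors at 5.71 and 195 CPM. In the other Ba/Sq lines the mean level of Krt20 was between 0.392 CPM in BURP-21BaSq and 7.58 CPM in BURP-18BaSq.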

None of the tumor lines showed a high positive correlation with LumP, LumNS, or LumU classification.

### 3.3 Differentiation marker expression in BURP tumor models

IHC of differentiation markers was used to confirm similarities of the BURP tumor lines analyzed with multidimensional scaling analysis and consensus molecular classification. IHC was performed to further characterize the BURP models for several markers of differentiation, including TP63 (basal cell), CK5 (basal cell) (24), FOXA1 (luminal cell), and GATA3 (luminal cell) (25, 26). The six Ba/Sq molecular subtype/Cluster 1 models expressed CK5 (**Supplementary Figure 3**) and different patterns of TP63, FOXA1, and GATA3 (**Figure 4**). BURP-12 expressed TP63, FOXA1, and GATA3; BURP-17 and BURP-24 expressed FOXA1 and GATA3; BURP-18 and BURP-21 only expressed TP63; and BURP-25 expressed TP63 and FOXA1. To further characterize the BURP-16 and BURP-19 models, synaptophysin (NE-like) and Vimentin (EMT/stroma) markers were analyzed in addition to TP63, FOXA1 and GATA3 (**Figure 5**). In BURP-16 expression of FOXA1, synaptophysin and vimentin were high; TP63 was expressed by some cells; and GATA3 was not detected. In BURP-19 expression of synaptophysin was high, confirming the NE-like molecular subtype; TP63 and FOXA1 were also highly expressed, whereas GATA3 and Vimentin expression was more heterogeneous. Thus, the molecular and histological characterization of BURP tumor lines reveals three different subtypes of bladder cancer: Ba/Sq (BURP-12, -17, -18, -24, and -25BaSq); NE-like (BURP-19NE); and Stroma-rich/NE-like (BURP-16SR).

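Differential expression between the subtypes was tested with edgeR's quasi-likelihood test on the rounded counts, with filterByExpr as the filter on low counts. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2 were counted. BURP-19NE differed from the Ba/Sq tumors in 5108 of 20995 genes, of which 1958 were higher and 3150 lower in BURP-19NE. In 2937 of these genes the 3 BURP-19NE tumors did not overlap with the 18 Ba/Sq tumors. Over all tested genes there was no overlap in 18.0%, where chance gives 0.15%. The shares by chance given here count tumors as independent, although those of 1 line share a donor. BURP-16SR differed from the Ba/Sq tumors in 4029 of 21028 genes, with 2216 higher and 1813 lower in BURP-16SR. Tumors did not overlap in 1993 of them and in 11.4% of all tested genes. Between BURP-16SR and BURP-19NE, 2592 genes were higher and 1555 lower in BURP-16SR, out of 17556. No overlap was found in 4058 of these genes and in 51.7% of all tested genes, where chance gives 10% with 3 tumors against 3. The filter moved these counts most, and with at least 10 counts in every tumor BURP-19NE differed from the Ba/Sq tumors in 763 higher and 1238 lower genes. Rgs6 (ENSMUSG00000021219.16), on chromosome 12 from 82588292 to 83162056, was among the 5 genes most increased in BURP-19NE, at 81.8 ± 12.2 CPM (SD, n = 3) against 0.0214 ± 0.0719 CPM (SD, n = 18) in the Ba/Sq tumors (log2 fold change 11.23, standard error 0.57, adjusted p = 3.68e-12 from edgeR). Trpa1, Nlgn1, Naa11 and Gk2, the other 4, were at least 23.2-fold, 52.3-fold, 19.4-fold and 11.8-fold higher. The 5 genes most increased in BURP-16SR over the Ba/Sq tumors all lie on chromosome 5 between 25948253 and 26008035, and the highest of them, Gm5067, was at least 145-fold higher. Most decreased in BURP-16SR were Krt17, Dsg3, Krt14 and Dsc2, at least 2561-fold, 1513-fold, 14759-fold and 1066-fold lower, together with Krt5. Nrxn3 had the largest change between BURP-16SR and BURP-19NE and was at least 1019-fold higher in BURP-16SR. From the molecular data together with the histology, the paper concludes that the BURP lines fall into Ba/Sq, NE-like and stroma-rich/NE-like subtypes.

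**Figure D4:**
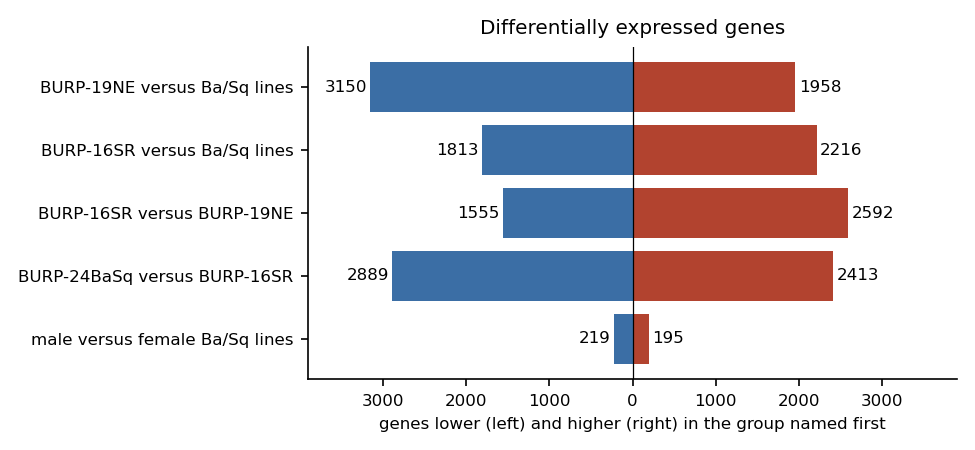
Number of genes past the threshold (adjusted p under 0.05 and fold change above 2) in each comparison, higher and lower in the first group named. The comparisons between subtypes give from 4029 to 5302 genes and the comparison of male with female Ba/Sq lines gives 414.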

**Figure 4:**
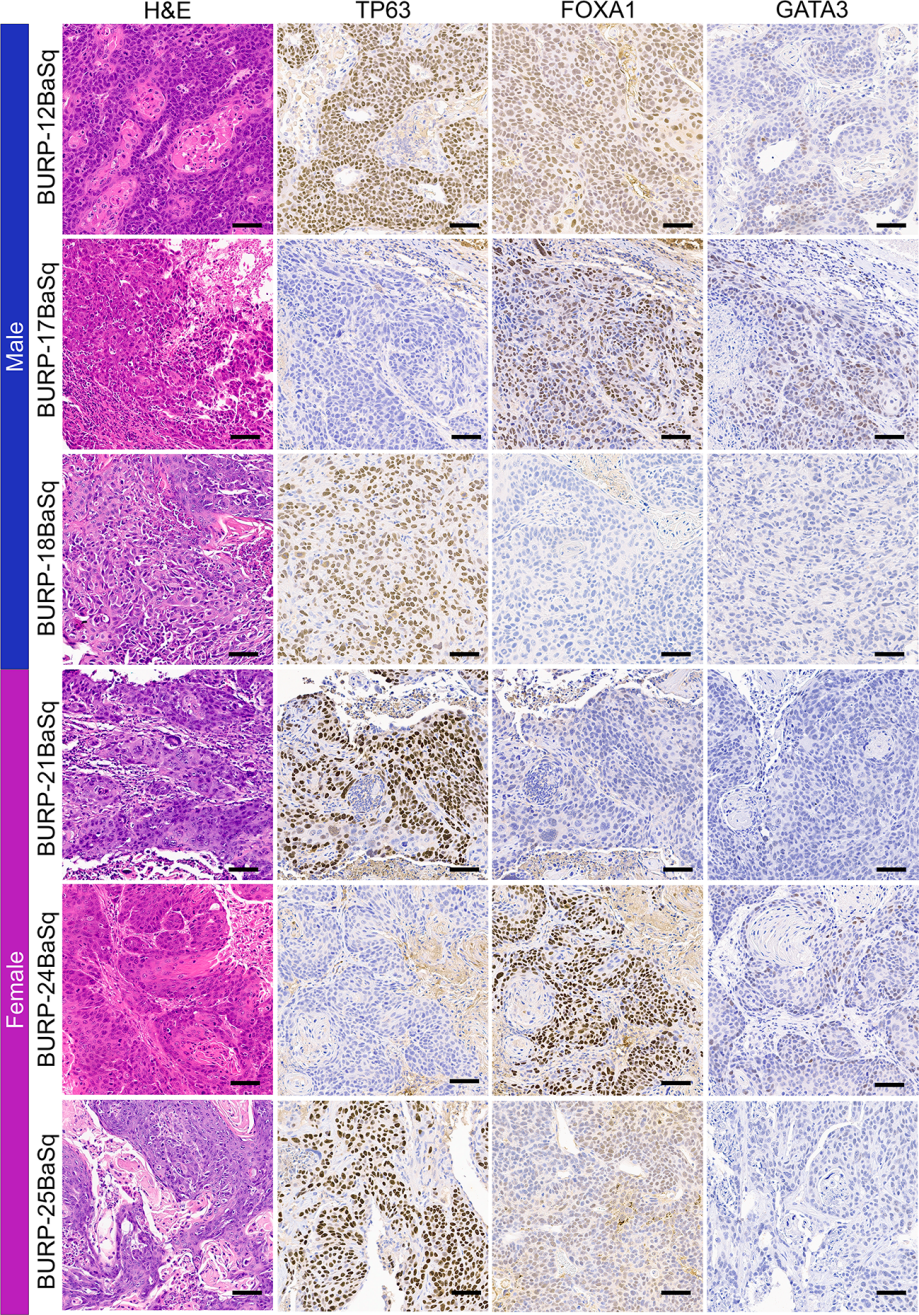
IHC of differentiation markers in the BURP lines with Ba/Sq molecular subtype. Serial sections of BURP-12, -17, -18, -21, -24, -25 were stained with H&E, TP63 IHC, FOXA1 IHC, and GATA3 IHC. Blue bar indicates male models and pink bar indicates female models. Scale bar is 50µm.

**Figure 5:**
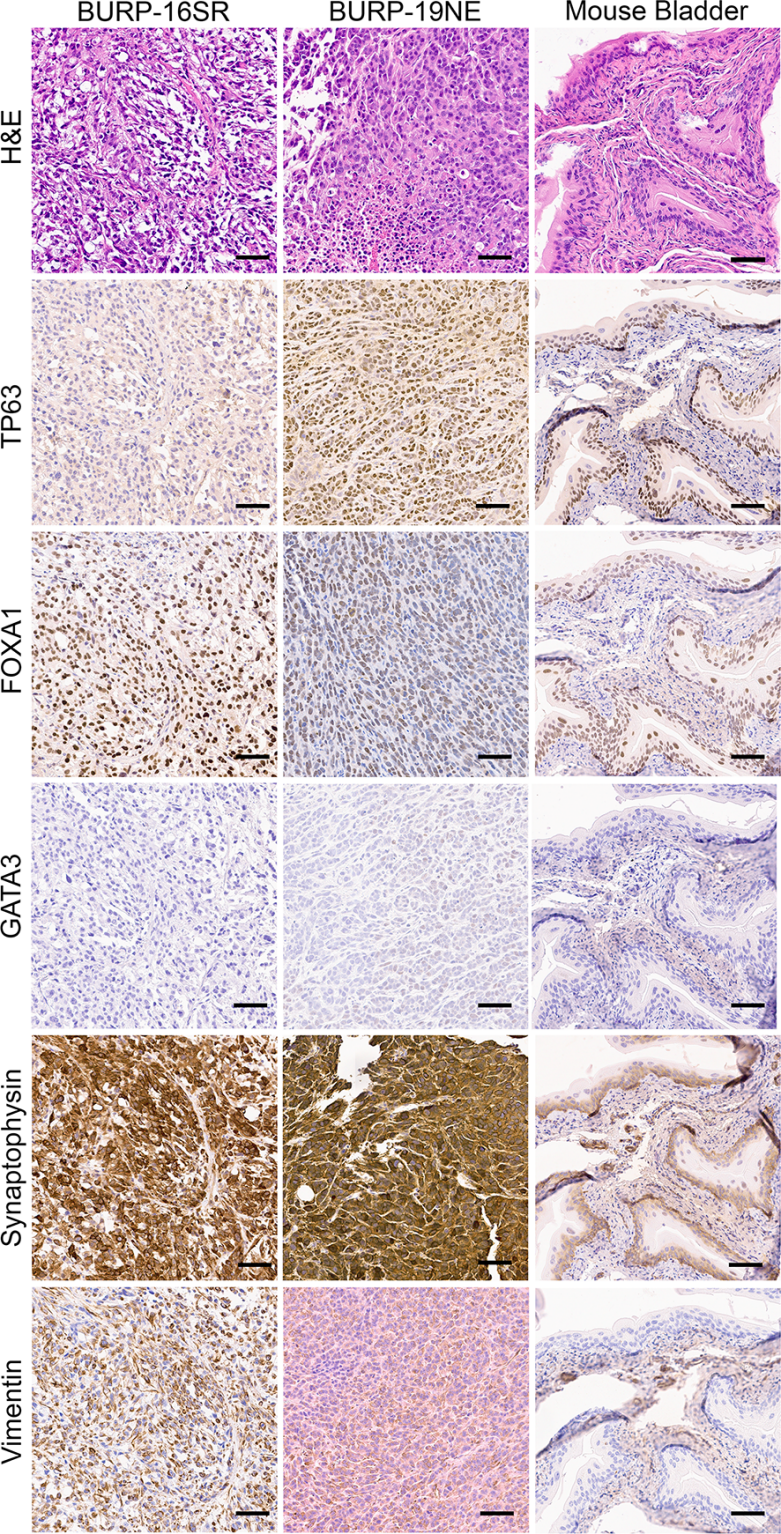
IHC of differentiation markers in the BURP-16SR and BURP-19NE lines. Serial sections were stained with H&E, TP63 IHC, FOXA1 IHC, GATA3 IHC, Synaptophysin IHC, and Vimentin IHC. Normal bladder control from BURP-16SR allograft is a control for the IHC staining. Scale bar is 50µm.

### 3.4 Immune contexture of BURP tumor lines

Molecular subtype specific differences in the immune contexture, which refers to the composition of the immune landscape in the tumor, is a predictor of survival in bladder cancer patients (27–30). For example, M1 polarized macrophages, activated dendritic cells (DCs), CD8^+^ tumor infiltrating lymphocytes (TILs), and anti-tumor helper CD4^+^ T cells (Th1) positively correlate with survival. In contrast, the presence of pro-tumorigenic M2 polarized macrophages and the CD4^+^ T cell helper subpopulations, T regulatory cells (Tregs), Th2, and Th17 cells associate with poor survival outcome. To understand whether molecular subtype was associated with a distinct immune contexture in the BURP lines, the deconvolution algorithm CIBERSORT using the ImmuCC immune cell signature was applied to bulk RNA-seq data that included 25 immune cell signatures (**Figure 6**). Macrophages, B cells, DCs, and T cells had relatively higher fractions across all BURP tumor lines.

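The ImmuCC signature was not used here, and the immune populations were followed through 13 panels of marker genes, fixed before the counts were examined and scored as the subtype panels were. BURP-19NE and BURP-16SR were each compared with the Ba/Sq tumors, and BURP-24BaSq with BURP-16SR, in a family of 39 two-sided exact permutation tests with Benjamini-Hochberg adjustment. Of the 39 tests, 1 had an adjusted p under 0.05. These scores compare tumors within a population and do not estimate fractions. The summed CPM of the macrophage panel (15 genes, such as Csf1r and Adgre1) ran from 301 ± 39.3 (SD, n = 3) in BURP-12BaSq to 704 ± 428 (SD, n = 3) in BURP-16SR. For the T cell panel (15 genes, such as Cd3e), the sums ran from 22.5 ± 5.33 (SD, n = 3) in BURP-19NE to 80.3 ± 28.1 (SD, n = 3) in BURP-16SR. The dendritic panel (13 genes, such as Flt3) was lowest in BURP-19NE, at 47.0 ± 16.7 (SD, n = 3), and highest in BURP-16SR. The B cell panel (15 genes, such as Cd79a) was between 8.36 ± 2.49 (SD, n = 3) in BURP-12BaSq and 463 ± 579 (SD, n = 3) in BURP-16SR. Many of these genes had few counts, and the requirement of at least 10 counts in every tumor left 12 macrophage genes, 3 dendritic genes and 1 gene each of the B cell and T cell panels. Of the alternatives to the scoring, this requirement moved a score most. It took the difference of BURP-16SR from the Ba/Sq tumors in the CD8 panel from 0.03 to 4.46, on 1 gene. Scores weigh all genes of a panel alike while sums follow its most abundant genes, and the 2 rank the lines differently in some panels. The sum of a panel for a subset of cells can exceed that of the panel for the whole population. Sums are therefore not amounts of a cell type.

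**Figure D5:**
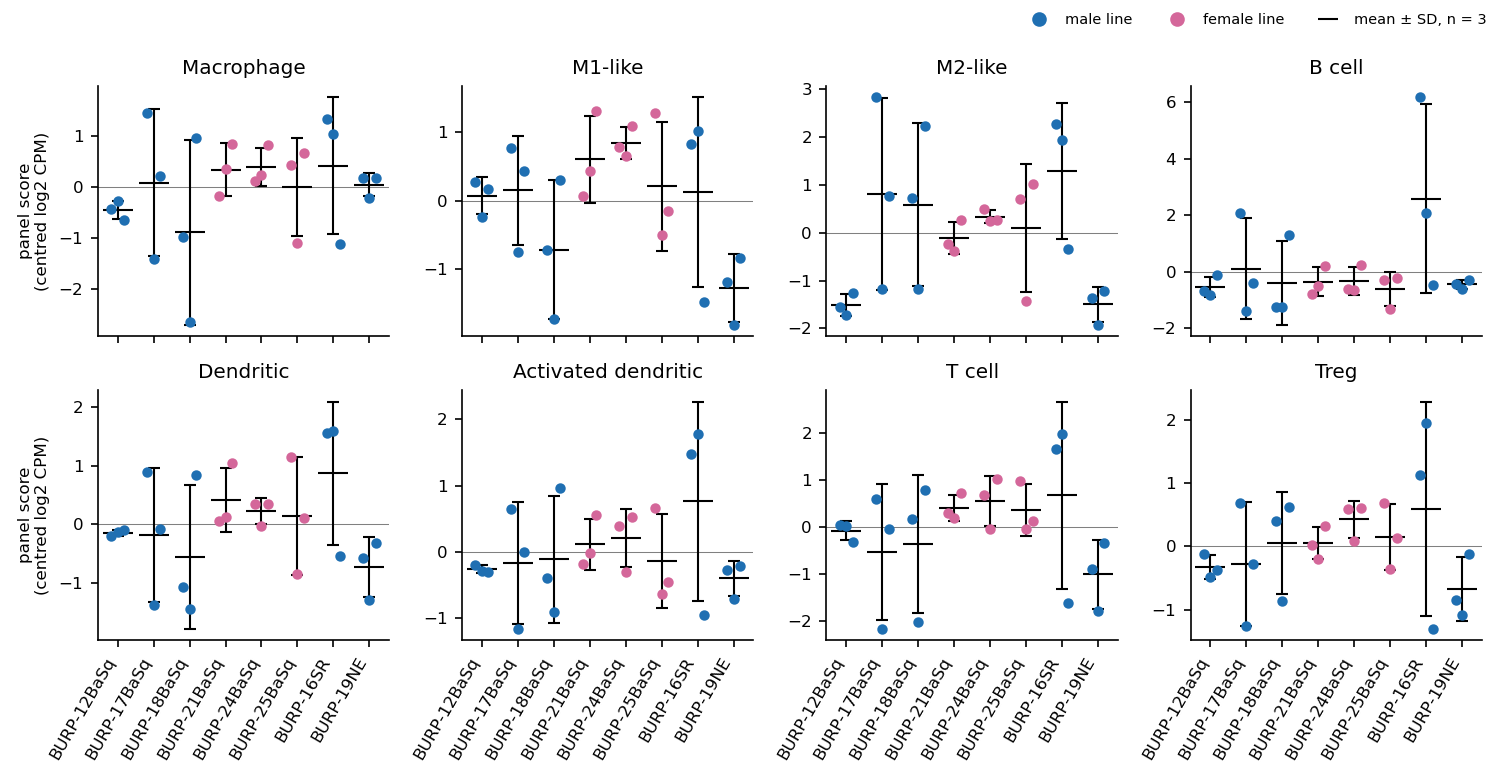
Scores of the macrophage, M1-like, M2-like, B cell, dendritic, activated dendritic, T cell and Treg panels (log2 CPM relative to the mean of the 24 tumors) for each tumor, by BURP line. The 3 tumors of BURP-16SR are spread widely, for example from -0.48 to 6.16 in the B cell panel.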

**Figure 6:**
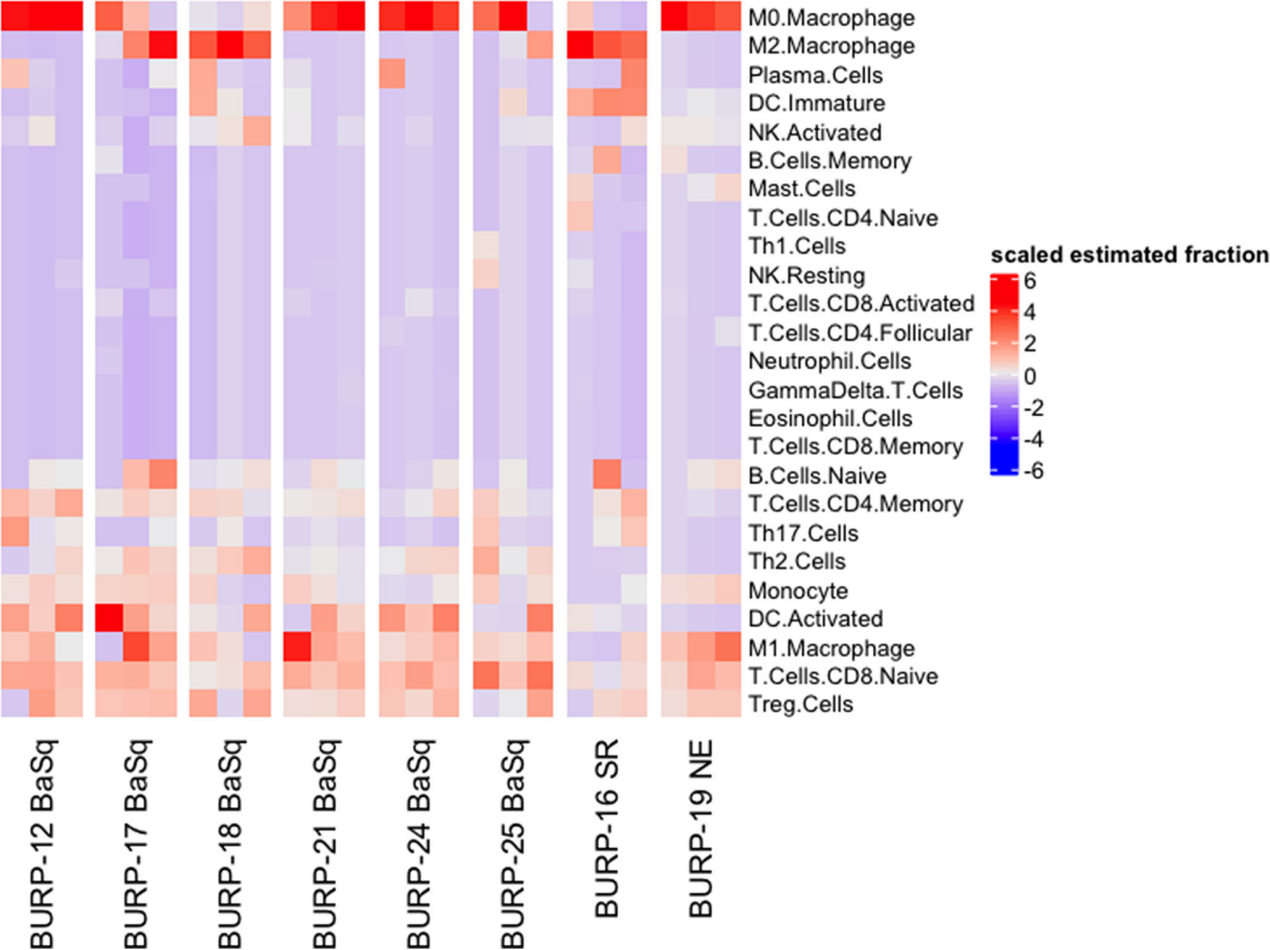
Immune contexture of BURP models. Heatmap of scaled estimated fraction of 25 immune cell signatures across the eight BURP tumor lines. The immune signatures are estimated by applying CIBERSORT deconvolution method using the ImuCC input signature. Red represents a higher scaled estimated fraction and blue represents a lower scaled estimated fraction.

The estimated fraction of macrophages, B cells, DCs, and T cells and the fraction of these immune populations with an activated status was examined more closely (**Figure 7**). 

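On the log2 scale the macrophage score differed little between the lines, with means from -0.88 ± 1.81 (SD, n = 3) in BURP-18BaSq to 0.42 ± 1.34 (SD, n = 3) in BURP-16SR. BURP-16SR was 0.50 above the Ba/Sq tumors (exact permutation p = 0.450, adjusted p = 0.732). BURP-19NE was 0.13 above them (exact permutation p = 0.822, adjusted p = 1), a difference that turned to -0.02 on the 12 genes with at least 10 counts in every tumor. Both differences were smaller than the SD of 1.00 among the 18 Ba/Sq tumors.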

Macrophages made up the highest estimated fraction among all the immune cell populations in all the BURP tumor lines. The fraction of non-polarized M0, anti-tumor M1, and pro-tumor M2 macrophages within the total macrophages was estimated for each BURP line (**Figure 7A**). In the Ba/Sq BURP lines, these macrophage populations fell into three categories: 1) higher M0 than M1 macrophages in BURP-12, -21, -24; 2) a mix of M0, M1, and M2 macrophages in BURP-17 and -25; and 3) predominately M2 macrophages in BURP-18. 

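Genes of the M1-like panel (15 genes, such as Nos2 and Il1b) scored highest in BURP-24BaSq, at 0.84 ± 0.23 (SD, n = 3), and BURP-21BaSq, at 0.60 ± 0.64 (SD, n = 3). They scored lowest among the Ba/Sq lines in BURP-18BaSq, at -0.71 ± 1.01 (SD, n = 3). The M2-like panel (15 genes, such as Mrc1 and Arg1) scored 0.81 ± 2.01 (SD, n = 3) in BURP-17BaSq and 0.59 ± 1.71 (SD, n = 3) in BURP-18BaSq. BURP-12BaSq was lowest, at -1.51 ± 0.23 (SD, n = 3). In BURP-17BaSq and BURP-18BaSq the replicate tumors of a line were farther apart than the means of the Ba/Sq lines, with M2-like scores from -1.18 to 2.83 in BURP-17BaSq.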

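The M2-like score of BURP-16SR was 1.29 ± 1.42 (SD, n = 3), the highest of the 8 lines. It was 1.26 above the Ba/Sq tumors, a difference within their spread (exact permutation p = 0.132, adjusted p = 0.428). Its 3 tumors scored 2.27, 1.94 and -0.34. By summed CPM the M2-like panel of BURP-16SR ranked 5 of 8 lines, at 520.5 ± 269 (SD, n = 3), and BURP-24BaSq was highest, at 1957 ± 429 (SD, n = 3). The macrophage panel of BURP-24BaSq summed to 554 ± 188 CPM (SD, n = 3), so its M2-like sum cannot be read as an amount of M2 macrophages. The M1-like score of BURP-16SR differed from that of the Ba/Sq tumors by -0.07 (exact permutation p = 0.898, adjusted p = 1), and the sign changed with the median in place of the mean over genes (0.05) and on the 4 genes with at least 10 counts in every tumor (0.03).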

BURP-16SR consisted predominately of M2 macrophages. BURP-19NE consisted mostly of M0 macrophages with some M1 macrophages. 

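BURP-19NE had the lowest M1-like score of the 8 lines, at -1.27 ± 0.49 (SD, n = 3), which was 1.47 below the Ba/Sq tumors (difference -1.47, exact permutation p = 0.00451, adjusted p = 0.0880). Its M2-like score of -1.50 ± 0.37 (SD, n = 3) was next to the lowest, with a difference of -1.54 (exact permutation p = 0.0609, adjusted p = 0.264). On the 5 M2-like genes with at least 10 counts in every tumor, the difference was -1.94 and its adjusted p fell under 0.05.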

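B cell genes such as Ms4a1 and Cd79a scored 2.59 ± 3.35 (SD, n = 3) in BURP-16SR and -0.36 ± 0.90 (SD, n = 18) in the Ba/Sq tumors. The difference of 2.94 had an exact permutation p of 0.0128 and an adjusted p of 0.125. It came from 2 of the 3 tumors, which scored 6.16 and 2.07, while the third scored -0.48. The 2.07 lay within the range of the Ba/Sq tumors, where C152-M1 of BURP-17BaSq scored 2.09. The same 2 BURP-16SR tumors were above all 18 Ba/Sq tumors in a score of lymph node genes. BURP-19NE scored -0.44 ± 0.16 (SD, n = 3), a difference of -0.09 (exact permutation p = 0.878, adjusted p = 1) that turned to 0.45 on the 1 gene with at least 10 counts in every tumor. Plasma cell genes such as Jchain and Mzb1 were lowest in BURP-19NE, where all 3 tumors were below the 18 Ba/Sq tumors (difference -1.72, exact permutation p = 0.00902, adjusted p = 0.117). On the 3 plasma cell genes with at least 10 counts in every tumor, the difference was -2.13 with an adjusted p under 0.05.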

When comparing the fractions of naïve and memory B cells (**Figure 7B**), the Ba/Sq BURP tumor lines had a higher fraction of naïve B cells, the BURP-16SR line had a mix of naïve and memory B cells, and the BURP-19NE line also had a mix of naïve and memory B cells. The estimated fraction of immature and activated DCs in the Ba/Sq BURP lines fell into two categories: 1) almost exclusively activated DCs in BURP-12, -17, -24; and 2) mix of immature and activated DCs in BURP-18, -21, and -25 (**Figure 7C**). 

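Genes of activated DCs (12 genes, such as Ccr7 and Fscn1) had means of the 6 Ba/Sq lines between -0.26 ± 0.06 (SD, n = 3) in BURP-12BaSq and 0.20 ± 0.44 (SD, n = 3) in BURP-24BaSq. Their spread among the 18 Ba/Sq tumors was 0.58 (SD). Without the library labelled C102-M1, whose label is in doubt, BURP-25BaSq was lowest, at -0.54 ± 0.13 (SD, n = 2). The panel of DC genes such as Flt3 and Zbtb46 had means of the Ba/Sq lines between -0.56 ± 1.23 (SD, n = 3) in BURP-18BaSq and 0.41 ± 0.55 (SD, n = 3) in BURP-21BaSq.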

BURP-16SR was made up of mostly immature DCs. 

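BURP-16SR had the highest score of the 8 lines for the DC panel, at 0.87 ± 1.23 (SD, n = 3), and for the activated DC panel, at 0.76 ± 1.5 (SD, n = 3). The differences from the Ba/Sq tumors were 0.89 (exact permutation p = 0.105, adjusted p = 0.371) and 0.83 (exact permutation p = 0.0789, adjusted p = 0.308). On the 3 activated DC genes with at least 10 counts in every tumor, the difference reversed to -0.55. The summed CPM of the activated DC panel in BURP-16SR was next to the lowest of the 8 lines, at 151 ± 88.8 (SD, n = 3), and highest in BURP-18BaSq, at 366 ± 76.7 (SD, n = 3).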

BURP-19NE also consisted of immature DCs but had the smallest estimated fraction of total DCs of all BURP lines.

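The DC score was lowest of the 8 lines in BURP-19NE, at -0.73 ± 0.51 (SD, n = 3). This was 0.71 below the Ba/Sq tumors (difference -0.71, exact permutation p = 0.145, adjusted p = 0.434). The activated DC score of BURP-19NE was -0.40 ± 0.27 (SD, n = 3), with a difference of -0.34 (exact permutation p = 0.341, adjusted p = 0.678).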

**Figure 7:**
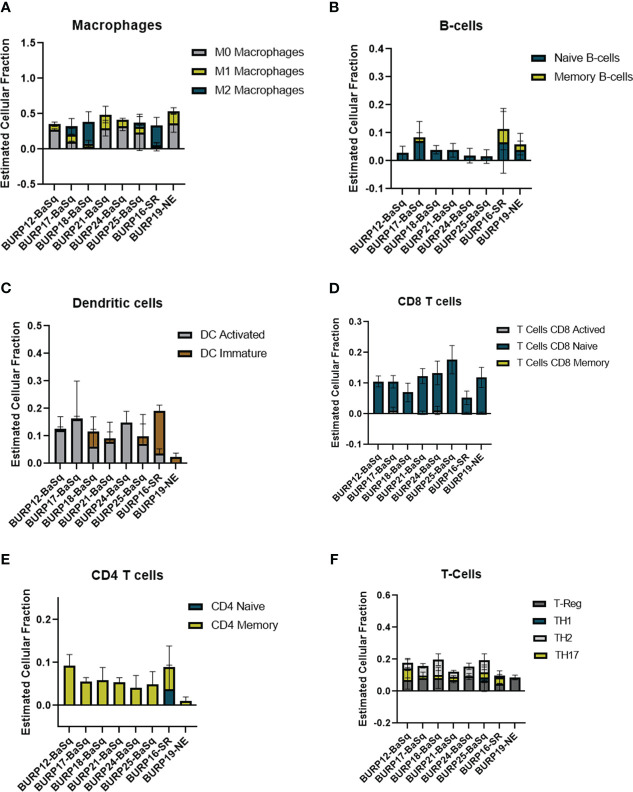
Comparison of the estimated fraction of different immune populations in different BURP tumor lines lines obtained by CIBERSORT. **(A)** polarized forms of macrophages. **(B)** naïve and memory B-cells. **(C)** DC immature and activated. **(D)** naïve, activated, memory CD8Tcells **(E)** naive and memory CD4 T-cells. **(F)** CD4+ T cell helper subpopulations.

Because improved survival outcomes for bladder cancer are determined by the extent of T cell infiltrates (31, 32), CIBERSORT was used to estimate the fraction of T cells in the BURP lines. 

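Genes of cytotoxic and activated CD8 T cells (15 genes, such as Cd8a, Gzmb and Prf1) summed to between 14.3 ± 3.41 CPM (SD, n = 3) in BURP-19NE and 169 ± 60.2 CPM (SD, n = 3) in BURP-16SR. In the 6 Ba/Sq lines the sum was at most 41.6 ± 17.3 CPM (SD, n = 3), in BURP-24BaSq. On the log2 scale BURP-16SR differed from the Ba/Sq tumors by 0.03 (exact permutation p = 0.959, adjusted p = 1), and with a prior count of 0.5 the sign changed, to -0.13. BURP-19NE was 0.96 below them (difference -0.96, exact permutation p = 0.0391, adjusted p = 0.254).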

The CD8^+^ T cell fraction was overwhelming naïve rather than activated or memory in all three BURP line classifications (**Figure 7D**). The CD4^+^ T cell fraction was memory in all BURP line classifications except for BURP-16SR, which was a mix of naïve and memory (**Figure 7E**). 

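The panel of CD4 helper genes (9 genes, such as Cd4, Icos and Cd40lg) did not part naïve from memory cells. Its score in the Ba/Sq lines ran from -0.27 ± 1.00 (SD, n = 3) in BURP-17BaSq to 0.36 ± 0.20 (SD, n = 3) in BURP-24BaSq. BURP-16SR scored 0.42 ± 2.11 (SD, n = 3), with a difference of 0.36 from the Ba/Sq tumors (exact permutation p = 0.508, adjusted p = 0.792) that reversed to -0.80 on the 2 genes with at least 10 counts in every tumor.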

Intriguingly, the NE classification (BURP-19NE) had the lowest fraction of CD4^+^ T cells out of all the BURP lines. 

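BURP-19NE had the lowest CD4 helper score of the 8 lines, at -0.78 ± 0.53 (SD, n = 3). The difference from the Ba/Sq tumors was -0.84 (exact permutation p = 0.0308, adjusted p = 0.240), and it turned to 0.10 on the same 2 genes. The summed CPM of the panel was 127 ± 9.90 (SD, n = 3) in BURP-19NE, next to the highest of the 8 lines. The T cell panel of that line summed to only 22.5 ± 5.33 CPM (SD, n = 3), so the CD4 helper sum cannot be read as an amount of CD4 T cells. The T cell score was lowest in BURP-19NE as well, at -1.0 ± 0.73 (SD, n = 3), with a difference of -1.06 (exact permutation p = 0.0511, adjusted p = 0.264). It turned to 0.36 on the 1 gene left by that filter.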

In the Ba/Sq BURP lines, the fraction of differentiated CD4^+^ T cell helper subpopulations (Th1, Th2, Th17, Treg) was consistently made up of Treg and Th2 with typically fewer Th17, and extremely few if any Th1 cells (**Figure 7F**). 

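Treg genes (10 genes, such as Foxp3 and Ctla4) scored, among the Ba/Sq lines, between -0.33 ± 0.19 (SD, n = 3) in BURP-12BaSq and 0.43 ± 0.29 (SD, n = 3) in BURP-24BaSq. No panels of Th1, Th2 or Th17 cells were fixed in advance, and none were scored.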

BURP -16SR had Th17 and Treg fractions. In stark contrast, BURP-19NE had almost exclusively a Treg fraction.

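The Treg score of BURP-19NE was -0.67 ± 0.50 (SD, n = 3), the lowest of the 8 lines. It was 0.69 below the Ba/Sq tumors (difference -0.69, exact permutation p = 0.0594, adjusted p = 0.264). On the 1 Treg gene with at least 10 counts in every tumor, the difference was 0.84 in the other direction. The summed CPM of the panel in BURP-19NE was 199 ± 20.3 (SD, n = 3), close to the highest sum of 203 ± 26.0 (SD, n = 3) in BURP-24BaSq. The T cell panel of BURP-19NE summed to only 22.5 ± 5.33 CPM (SD, n = 3), so the Treg sum cannot be read as an amount of Treg cells.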

Overall, the immune contexture for the four Ba/Sq BURP lines is a mix of pro- and anti-tumorigenic phenotypes. 

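The leukocyte panel (15 genes, such as Ptprc and Coro1a) scored -0.35 ± 0.34 (SD, n = 3) in BURP-19NE. This was 0.28 below the Ba/Sq tumors (difference -0.28, exact permutation p = 0.644, adjusted p = 0.896). In BURP-16SR the leukocyte score was 0.82 ± 1.60 (SD, n = 3), from tumors at 2.02, 1.44 and -0.99, with a difference of 0.90 (exact permutation p = 0.18, adjusted p = 0.459).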

The immune composition in the BURP-16SR tumor line trends towards pro-tumorigenic with a memory B cell signature, and in the BURP-19NE line is pro-tumorigenic with immune exclusion. The immune contexture of each molecular subtype of the BURP lines shows some distinctive features observed in different molecular subtypes of human muscle-invasive bladder cancer. Hence, the BURP lines represent unique models to study the impact of molecular subtype and sex on therapy outcomes including those with an immune component.

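The neutrophil panel (11 genes, such as S100a8 and Csf3r) gave the 1 adjusted p under 0.05 of the 39 tests. It scored -2.67 ± 0.54 (SD, n = 3) in BURP-19NE and 0.47 ± 0.70 (SD, n = 18) in the Ba/Sq tumors, and all 3 BURP-19NE tumors were below the 18 Ba/Sq tumors (difference -3.14, exact permutation p = 7.52e-04, adjusted p = 0.0293). The summed CPM of the neutrophil panel was 3.81 ± 1.53 (SD, n = 3) in BURP-19NE. From its estimated fractions, the paper reasons that the Ba/Sq lines mix pro- and anti-tumorigenic immune phenotypes, that BURP-16SR tends to the pro-tumorigenic side and that BURP-19NE excludes immune cells. It states that some of these features are also seen in the human subtypes.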

### 3.5 Transcriptional profile associated with gender in Ba/Sq BURP tumor lines

To discern the transcriptional differences amongst BURP lines of varying gender, transcriptional profiles derived from RNA-seq data were compared between male and female squamous tumor lines. 

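The 9 tumors of BURP-12BaSq, BURP-17BaSq and BURP-18BaSq, from male mice, were compared with the 9 tumors of BURP-21BaSq, BURP-24BaSq and BURP-25BaSq, from female mice. Total counts ranged from 10012169 to 25370320 in the male tumors and from 9295708 to 22946264 in the female tumors. After filterByExpr 17922 genes were tested with edgeR's quasi-likelihood test, with tumors as replicates. Sex is carried by the line, so that 3 male lines stand against 3 female lines, and the line and the sex cannot be told apart within a line. The 6 lines allow 10 splits into 3 against 3, and the smallest p from permuting lines is 0.1. The log2 CPM values of tumors of 1 line shared a consensus correlation of 0.476 in limma's duplicateCorrelation. The paper's text names DESeq2 for this comparison but not its filter on low counts or the form of its fold changes. DESeq2 was therefore run as an alternative.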

Dimensionality reduction *via* PCA (**Supplementary Figure 4**) revealed that amongst the top variable components, the female BURP tumor lines clustered more closely, while the male lines were more dispersed. 

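Principal components were computed from the log2 CPM of the 500 most variable genes over the 18 Ba/Sq tumors. PC1 held 24.4% of the variance and PC2 held 17.8%. The mean distance of a tumor to the centroid of its sex on these components was 29.6 for the male tumors and 27.1 for the female tumors. The ratio of 1.09 was not distinguishable from that of other splits of the 6 lines (two-sided exact permutation p = 0.9, with 0.1 the smallest p that 10 splits allow). The mean distance of a line's tumors to the centroid of that line ran from 2.17 in BURP-12BaSq to 37.6 in BURP-25BaSq. In BURP-25BaSq, the library labelled C102-M1 lies among the BURP-21BaSq tumors. Without it, a setting chosen after seeing the data, the ratio was 1.52 (exact permutation p = 0.6). Using all genes past the filter in place of the 500 most variable moved the ratio most, to 4.80 (exact permutation p = 0.1). With the 100 most variable genes the direction changed, at a ratio of 0.913.

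**Figure D6:**
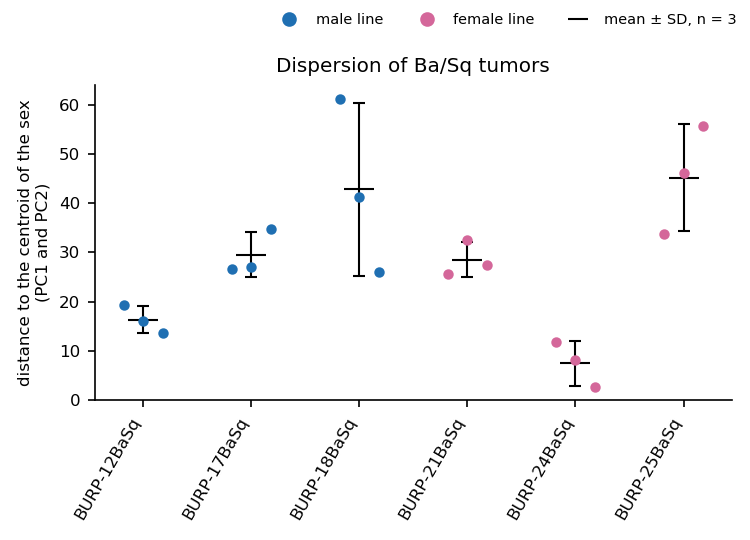
Distance of each of the 18 Ba/Sq tumors to the centroid of its sex on PC1 and PC2, by line, with males and females marked apart. The mean distance is 29.6 for male and 27.1 for female tumors.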

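With edgeR, 195 genes were higher and 219 lower in the male lines at an adjusted p under 0.05 and a fold change above 2. At an unadjusted p under 0.05 there were 4135 genes. Male and female tumors did not overlap in 42 of the 414 genes. Over all 17922 tested genes, they did not overlap in 0.480%, where chance gives 0.0041% if the tumors were independent. Tumors of 1 line are not, so this excess cannot be told apart from differences between lines. The numbers of genes past the threshold moved in both directions with the fit. All 24 tumors in 1 fit gave 593 genes higher and 880 lower, and DESeq2 with no filter, a setting chosen after seeing the data, gave 568 and 583. Without the library labelled C102-M1 of BURP-25BaSq, also chosen after seeing the data, the counts were 133 and 160. With counts summed per line (3 male against 3 female lines) 0 genes passed in either direction, with 1388 genes at an unadjusted p under 0.05. With the line as a random effect in limma-voom, 0 genes passed and 1570 were at an unadjusted p under 0.05. DESeq2 called 390 genes higher and 378 lower. Trim7 (ENSMUSG00000040350.16), on chromosome 11 from 48826140 to 48852209, was at 42.5 ± 22.7 CPM (SD, n = 9) in male and 7.08 ± 2.00 CPM (SD, n = 9) in female tumors. Its log2 fold change was 2.59 (standard error 0.32, adjusted p = 8.02e-04 from edgeR), and it stayed between 2.08 and 2.97 with each line left out in turn. Aldh3b2 (ENSMUSG00000075296.4), on chromosome 19 from 3972328 to 3981646, was at 1.84 ± 1.20 CPM (SD, n = 9) in male and 17.5 ± 11.2 CPM (SD, n = 9) in female tumors, a log2 fold change of -3.22 (standard error 0.49, adjusted p = 0.00236 from edgeR). The gene list of Supplementary Table 1 holds 468 genes, of which 450 were found by symbol in the counts and 308 passed the filter. Of the 414 genes called here, 226 are on that list, all with the same direction.

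**Figure D7:**
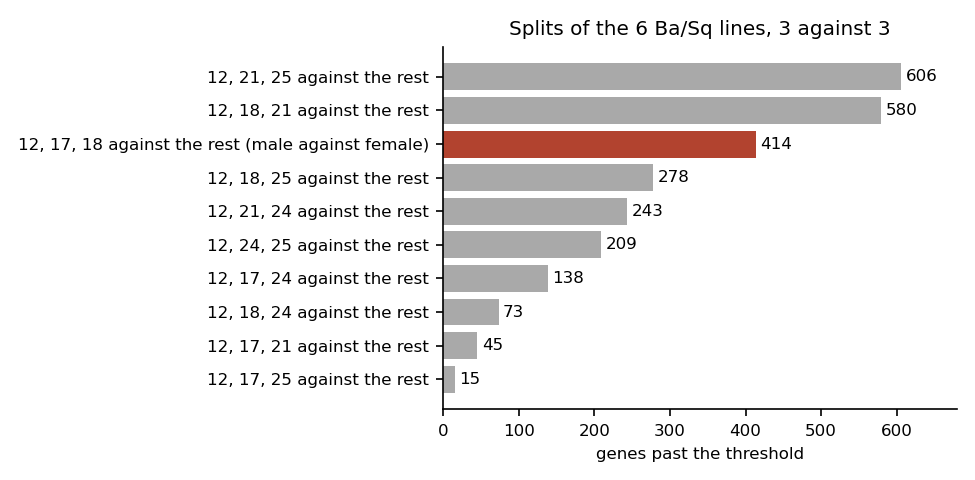
Number of genes past the threshold for each of the 10 splits of the 6 Ba/Sq lines into 3 against 3, with the split by sex marked. The split by sex gives 414 genes and the other splits give between 15 and 606.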

Differential expression analysis between the male and female Squam tumor lines identified 215 genes significantly (p.adj < 0.05; FC > 2) upregulated in male/female and 253 in female/male (**Supplementary Figure 5** and **Supplemental Table 1** DEG Gene List). Several top DEGs associated with male lines are Y-linked genes (e.g. *Ddx3y*). 

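Ddx3y (ENSMUSG00000069045.11) lies on chromosome Y from 1260771 to 1286629. It was at 35.9 ± 9.51 CPM (SD, n = 3) in BURP-12BaSq, 7.82 ± 8.09 CPM (SD, n = 3) in BURP-17BaSq and 3.46 ± 3.94 CPM (SD, n = 3) in BURP-18BaSq. No female tumor had a count of Ddx3y, and its level in the male tumors was at least 11.8-fold higher. Uty, Kdm5d and Eif2s3y were at least 11.5-fold, 13.0-fold and 11.3-fold higher in the male tumors, and no female tumor had more than 2 counts of any of them. These 4 genes did not pass filterByExpr. Without the filter, their adjusted p ranged from 7.24e-04 to 0.0110 in edgeR's quasi-likelihood test over all genes with a count. The difference of line means had an exact permutation p of 0.1 for each of the 4 genes, the smallest that 3 lines against 3 allow. The summed level of the 4 genes was 160 ± 37.3 CPM (SD, n = 3) in BURP-12BaSq, 21.2 ± 23.1 CPM (SD, n = 3) in BURP-17BaSq and 9.49 ± 11.2 CPM (SD, n = 3) in BURP-18BaSq. Xist (ENSMUSG00000086503.3), on chromosome X from 103460366 to 103483254, was at 1485 ± 1043 CPM (SD, n = 9) in female and 141 ± 222 CPM (SD, n = 9) in male tumors. Its log2 fold change was -3.41 (standard error 1.15, adjusted p = 0.0840 from edgeR), and the level in BURP-12BaSq was 404 ± 201 CPM (SD, n = 3).

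**Figure D8:**
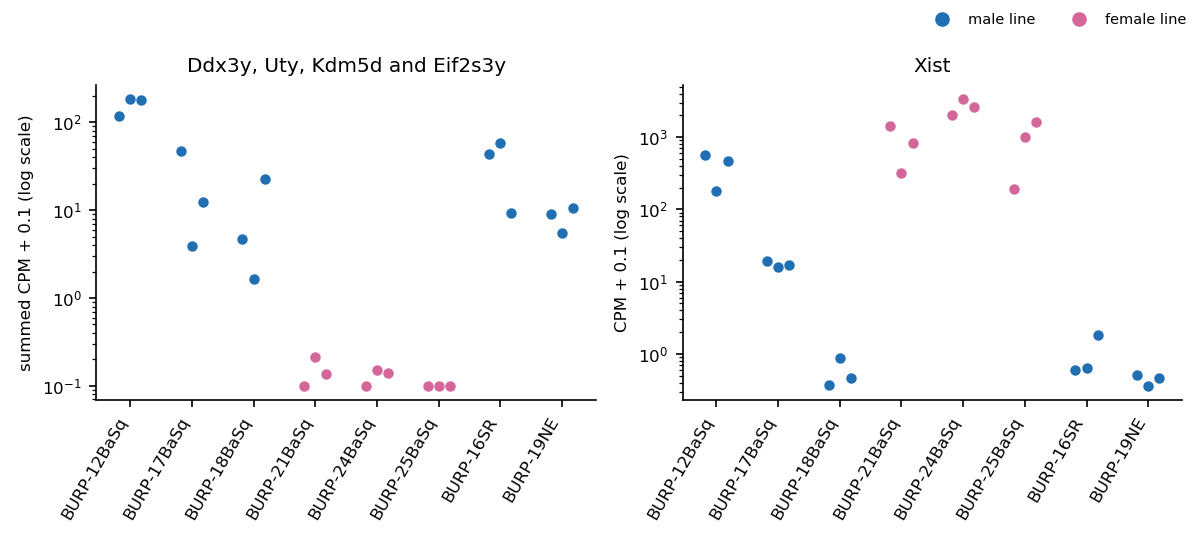
Summed CPM of 4 Y-linked genes (Ddx3y, Uty, Kdm5d and Eif2s3y) and CPM of Xist for each tumor by BURP line, on log axes. BURP-12BaSq is the male line with the most Y-linked RNA, at 160 CPM, and also carries Xist at 404 CPM.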

Subsequent GSEA revealed enriched pathways associated with male lines, including those associated with androgen signaling (**Supplementary Figure 6**). 

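Gene sets were tested with fgsea on the genes ranked by the signed root of edgeR's F statistic, in a family of 3 sets fixed before the counts were examined. The MSigDB sets were not used here. The androgen set held 90 ranked genes, such as Fkbp5, of which 44 were higher in the male lines and 46 higher in the female lines. Its normalized enrichment score was -1.34, towards the female lines (adjusted p = 0.0535 over the 3 sets, from permutation of genes). Leaving out BURP-12BaSq moved the score most, to -0.91, and leaving out BURP-18BaSq moved it to -1.65. The adjusted p, from permutation of genes, was under 0.05 in 4 of the 6 fits with 1 line left out. With the line as the unit, 5 of the 10 splits of the 6 lines gave as large a score, the split by sex included. In every split the score pointed away from the group that held BURP-12BaSq, from -1.77 to -1.03. The direction can therefore not be credited to sex. Without C102-M1 of BURP-25BaSq, a setting chosen after seeing the data, the score was -1.39 (adjusted p = 0.0247, from permutation of genes). With counts summed per line it was -1.41 (adjusted p = 0.0235, from permutation of genes).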

Pathways associated with the female lines included those associated with replication/cycling and Interferon Gamma (IFNG) signaling.

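The cell cycle set (123 genes, such as Mki67 and Top2a) had a normalized enrichment score of -3.28 towards the female lines (adjusted p = 1.14e-26, from permutation of genes), with 113 genes higher in the female lines. The interferon gamma set (93 genes, such as Gbp2) had a score of -2.86 (adjusted p = 1.34e-15, from permutation of genes), with 78 genes higher in the female lines. Genes of a set are not independent, and with the line as the unit 1 of the 10 splits of the 6 lines gave as large a score for the cell cycle set and 2 for the interferon gamma set, the split by sex included. With each line left out in turn, the score of the interferon gamma set stayed between -3.03 and -2.19. The leukocyte score was -0.44 ± 1.12 (SD, n = 9) in the male and 0.28 ± 0.68 (SD, n = 9) in the female tumors. With this score as a covariate, the interferon gamma set scored -2.19 and the cell cycle set -3.10. From its own gene set enrichment analysis, with sets not used here, the paper states that androgen signaling is associated with the male lines and that replication and interferon gamma signaling are associated with the female lines.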

### 3.6 Cisplatin response of BaSq and stroma-rich BURP tumors

Since tumors with a stroma-rich molecular subtype have higher survival when treated with neoadjuvant therapy (1), we compared tumor growth of the stroma-rich BURP-16SR to the basal/squam line BURP-24BaSq when treated with cisplatin (**Figures 8A, B**). Mice were treated with 10mg/kg of cisplatin via I.V. once a week for four cycles of treatments. Tumor growth was monitored by caliper measurements during treatment (**Figures 8A, B**). The BURP-16SR line responded to cisplatin treatment with a decrease in tumor size from the second dose which was sustained throughout the treatment period. In contrast, the BURP-24BaSq line had no difference in the tumor growth compared to vehicle control. BURP-16SR (cisplatin responder) and BURP-24BaSq (cisplatin non-responder) also differ in their immune phenotype (**Figures 7A, C, E, F**). 

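Of the 13 immune panels, none had an adjusted p under 0.459 between BURP-24BaSq and BURP-16SR, and 3 tumors against 3 allow an exact permutation p of no less than 0.1. The 2 lines differ in sex as well, which the design cannot separate. The SD of the 3 tumors was larger in BURP-16SR than in BURP-24BaSq in all 13 panels, for example 1.60 and 0.43 in the leukocyte panel.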

BURP-16SR has a high fraction of polarized M2 macrophages, immature DCs, and a mix of naïve and memory CD4^+^ T-cells with a low Th2 differentiated CD4 T-cell fraction. In contrast, BURP-24BaSq had a high fraction of non-polarized M0 macrophages, activated DCs, and Treg and Th2.

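The M2-like score was 0.95 lower in BURP-24BaSq than in BURP-16SR (difference -0.95, exact permutation p = 0.4, adjusted p = 0.678). On the genes with at least 10 counts in every tumor the difference reversed, to 0.38, and the summed CPM of the M2-like panel was higher in BURP-24BaSq than in BURP-16SR. The DC score differed by -0.64 (exact permutation p = 0.4, adjusted p = 0.678) and the CD4 helper score by -0.05 (exact permutation p = 1, adjusted p = 1). The latter became 0.11 with a prior count of 0.5.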

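The activated DC score of BURP-24BaSq was 0.56 lower than that of BURP-16SR (difference -0.56, exact permutation p = 0.6, adjusted p = 0.867), and 0.62 higher on the 3 genes with at least 10 counts in every tumor. The Treg score differed by -0.16 (exact permutation p = 1, adjusted p = 1). By summed CPM, the activated DC and Treg panels were both higher in BURP-24BaSq than in BURP-16SR, although such sums are not amounts of a cell type. The M1-like score was 0.72 higher in BURP-24BaSq (exact permutation p = 0.7, adjusted p = 0.91). The macrophage scores of the 2 lines differed by -0.03 (exact permutation p = 1, adjusted p = 1).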

**Figure 8:**
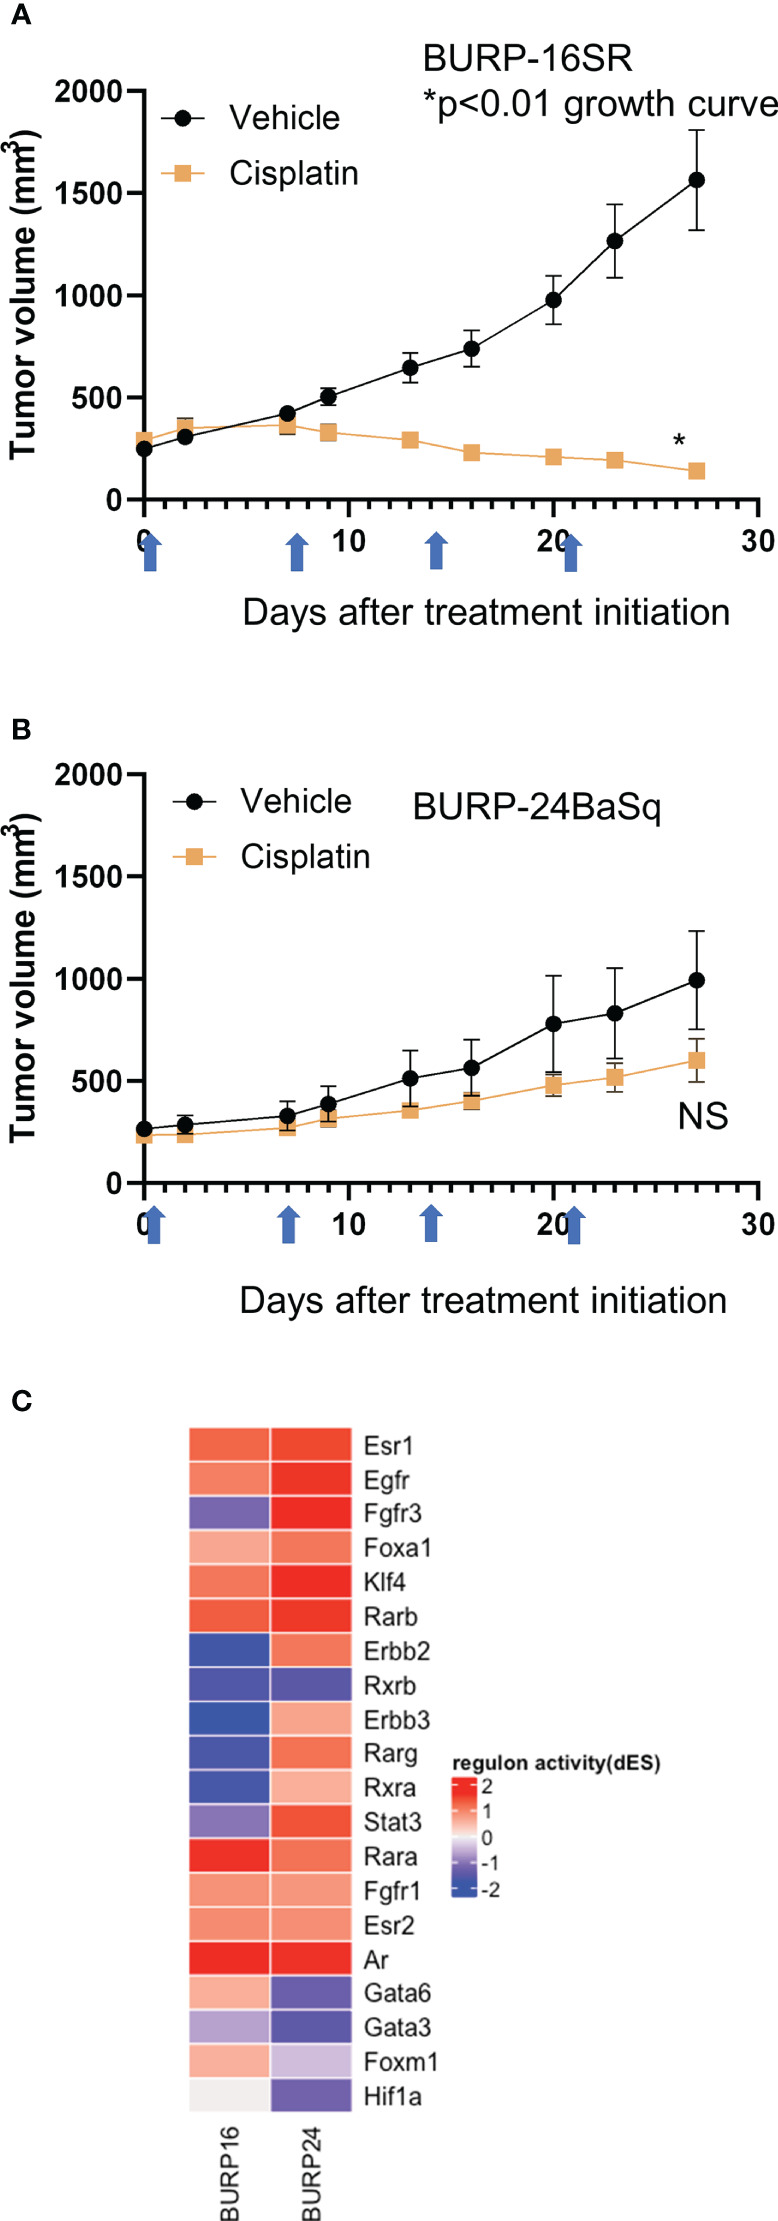
Response of BURP-16SR and BURP-24BaSq tumor lines to cisplatin treatment and regulon activity. **(A, B)** Cisplatin treatment (10mg/kg, IV) was initiated when tumors reached 200 mm^3^. Mice were treated on days 0, 7, 14, and 21 (indicated by blue arrows) and tumor growth is determined by caliper measurements twice a week. BURP-16SR n=10 each cohort, * growth curve p<0.01 unpaired t-test. **(B)** BURP-24BaSq n=9 cisplatin and n=8 vehicle cohorts, NS= not significant difference in growth curve p=0.10 unpaired t-test. **(C)** Unsupervised clustering of regulon activity of BURP-16SR and BURP-24BaSq models. The regulons evaluated are identified to be relevant to bladder cancer as represented in Kamoun et al. The color represents differential regulon activity, with red representing active status and blue representing inactive status.

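Between BURP-24BaSq and BURP-16SR, 5302 of 18283 genes passed the threshold in edgeR's quasi-likelihood test, with 2413 higher and 2889 lower in BURP-24BaSq. The 3 tumors of each line did not overlap in 5247 of them and in 53.5% of all tested genes, where chance gives 10% with tumors counted as independent. With at least 10 counts in every tumor, which moved the counts most, 1481 genes were higher in BURP-24BaSq. Krt17, Dsc2 and Dsg3 had the largest increases in BURP-24BaSq and were at least 3930-fold, 2905-fold and 2694-fold higher. Gm5067 and Gm21698, on chromosome 5, were at least 1228-fold and 706-fold lower.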

The differential regulon activity was assessed in the two BURP lines to elucidate the molecular underpinnings of the differences between the BURP-16SR and BURP-24BaSq tumor lines (**Figure 8C**). The regulon activity represents a network of differential gene activity for the master regulators identified for bladder cancer by Kamoun et al. (1). 

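With cisplatin slowing BURP-16SR but not BURP-24BaSq, the paper looks to the activity of master regulators for the molecular difference. The regulon networks were not used here, and the RNA of the 20 regulators in Figure 8C was compared between the lines instead. Their adjusted p was under 0.05 for 13 regulators over all genes tested and for 13 over the 20, and 11 also had a fold change above 2. Fgfr3 (ENSMUSG00000054252.17), on chromosome 5 from 33721674 to 33737068, was at 91.2 ± 16.0 CPM (SD, n = 3) in BURP-24BaSq and 0.636 ± 0.450 CPM (SD, n = 3) in BURP-16SR. Its log2 fold change was 7.09 (standard error 0.46, adjusted p = 1.19e-04 from edgeR). Erbb2 (ENSMUSG00000062312.5), on chromosome 11 from 98412470 to 98437716, was at 88.7 ± 11.4 CPM (SD, n = 3) in BURP-24BaSq and 18.5 ± 1.85 CPM (SD, n = 3) in BURP-16SR, a log2 fold change of 2.21 (standard error 0.17, adjusted p = 2.04e-04 from edgeR). Egfr (ENSMUSG00000020122.16), on chromosome 11 from 16752203 to 16918158, was at 199 ± 34.8 CPM (SD, n = 3) in BURP-24BaSq and 131 ± 35.6 CPM (SD, n = 3) in BURP-16SR. The tumors of the 2 lines did not overlap for Egfr, and its log2 fold change was 0.55 (standard error 0.23, adjusted p = 0.101 from edgeR). Erbb3, Rarb, Rarg, Klf4 and Rxra were also past the threshold and higher in BURP-24BaSq, with log2 fold changes from 1.02 to 6.99. Of these, Klf4, Rarb and Rxra stayed past the threshold in 1, 2 and 3 of the 6 fits that left out 1 tumor. Gata6, Gata3 and Rara were past the threshold and lower in BURP-24BaSq, with log2 fold changes from -2.53 to -1.49. With each tumor left out in turn, the log2 fold change of Fgfr3 stayed between 6.82 and 7.84 and that of Erbb2 between 2.14 and 2.32.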

Interestingly, the cisplatin non-responsive BURP-24BaSq has high regulon activity of Fgfr3, Egfr, and Erbb2. In support of this finding, these three regulons control kinase survival pathways which are known to confer resistance to cisplatin treatment (33, 34). The histological, molecular, immunological and differences in treatment outcome between the different tumor lines make the BURP models valuable tools in evaluating different targeted therapeutics including those with an immune component for bladder cancer patients across different molecular subtypes.

## 4 Discussion

Eight tumor lines were established from BBN carcinogen exposed mice in an immune competent C57BL/6 mouse strain background. BBN induced tumors in mice closely resemble the clinical disease in terms of molecular subtype and immune contexture. Previous reports by Van Batavia et al. (35), indicated that based on the cellular origin of the primary tumor, BBN can induce histologically variant tumors. The BURP lines have different histological features, molecular classifications, and composition of immune infiltrates all of which reflects the variability observed in the BBN-treated tumors.

The BURP lines cluster into three main classifications by transcriptomic evaluation: Basal/Squam, stroma-rich and neuroendocrine. None of the BURP tumor lines represent the luminal subtypes. The six tumor lines of the Ba/Sq subtype (Cluster 1) include 3 male and 3 female lines and will be a valuable tool in evaluating gender differences in treatment response and effect within the basal/squam molecular classification. Although the 6 tumor lines were all classified as Ba/Sq, there was variable expression of the differentiation markers between the six lines. BURP-12BaSq, -17, -18, -21, -24, and -25 expressed CK5. BURP-12, -18, -21 and -25 were positive for TP63 expression, whereas BURP-17 and -24 were negative for cellular TP63 expression. Clinically, TP63 is closely associated with poor outcomes in basal subtype but is associated with improved survival in the luminal subtype (36). Interestingly, BURP-17 and BURP-24 were positive for FOXA1 and GATA3, which are usually indicators of luminal differentiation when co-expressed with KRT20 (25). Thus, the variability within the Ba/Sq subtype provides a wide array of models within a specific molecular subtype. BURP-16SR and BURP-19NE are two lines that represent stroma-rich and neuroendocrine molecular subtypes. Clinically, patients with a tumor having a stroma- rich classification had a relatively better prognosis (Median OS = 3.8 years) compared to patients with a neuroendocrine classification (median OS = 1 year) (1). Little is known about the biology of these relatively rare molecular subtypes in bladder cancer and thus these models can be used to evaluate not only the treatment differences between the molecular classifications but can also be used for identifying novel targets of treatments for the different subtypes.

The molecular subtype of human bladder cancer associates with a distinct immune contexture that predicts outcome (1). Evaluation of the immune contexture of the BURP tumor lines by applying the machine learning algorithm CIBERSORT to transcriptomic data revealed that the immune profiles of molecular subtypes have some features that recapitulate the human bladder cancer subtypes. The BURP lines that sort into the Ba/Sq classification are a mix of expressing immune markers associated with an anti-tumor or a pro-tumorigenic phenotype. Despite being heavily infiltrated with CD8^+^ T cells, human Ba/Sq tumors do not respond to immunotherapy as well as less heavily infiltrated tumors (1). M2 macrophages are thought to be responsible for the poor response to immunotherapy (37). BURP-16, -17, and -18 have a relatively high fraction of M2 macrophages and could be representative models to evaluate the role of M2 macrophages in treatment resistance. These models can also be used to test novel therapeutic approaches for the treatment of muscle-invasive bladder cancer. The stromal rich BURP-16 line had the highest B cell signature, which included both naïve and memory B cells, among all the tumor line classifications and agrees with the clinical observation that the stromal rich subtype was marked by B cell lineage expression signature (1). For the neuroendocrine classification, both human bladder tumors and BURP-19NE had limited expression of immune markers, which supports the notion that these tumors are immune excluded. Although NE tumors have the poorest outcome to chemotherapy, a recent study intriguingly showed an extraordinarily high response to immunotherapy (14). For all the BURP lines, the macrophage signature was the highest among all the immune cell signatures and could be due to the fact that macrophages are the most populous immune cell within the bladder (37). Also of note is that although the BURP tumor lines were derived from immunocompetent hosts, they had little to no presence of an activated or memory CD8^+^ T cell signature which could be the result of selecting serial passaged clones that escape T cell immunity. Although the BURP tumor lines do not capture the full range of the immune profiles observed in the clinical disease, these lines represent a wide range of models to study different treatment regimens for distinct immune contextures, as well as models to evaluate the relationship between tumor immune infiltrates and the various molecular subtypes.

Cisplatin is the current standard of care in the neoadjuvant setting. Based on retrospective clinical observations, the different molecular subtypes are prognostic of response (1, 7, 14, 38). Recent studies have implicated a variety of pathways that contribute to chemoresistance including long noncoding RNAs (39, 40), epigenetic pathways (41–47), miRNAs (48) and androgen signaling (44, 49–53). Based on previous observation that patients with stroma-rich subtype tumors have better prognosis as compared to those having the basal/squam subtype, the cisplatin response was evaluated in two BURP lines with molecular classifications of stromal-rich (BURP-16SR) and basal/squam (BURP-24BaSq). In agreement with previous reports (1) tumor growth and final tumor size was inhibited by cisplatin in the stromal-rich BURP-16SR line while the basal/squam BURP-24BaSq line was resistant to cisplatin treatment. To dive further into evaluating the molecular differences between BURP-16SR and BURP-24BaSq, regulon analysis was performed on the transcriptomic data. The regulon differential analysis showed high activity of regulons known to confer resistance to cisplatin therapy (Egfr (54–56), Erbb2 (57, 58) and Fgfr3 (33, 59, 60) in the cisplatin non-responsive BURP-24BaSq. This data supports the use of the BURP tumor lines to investigate the molecular features contributing to therapeutic response and resistance. Since the BURP tumor lines can be grown in immune intact host they also provide a model system to evaluate the contribution of the immune system in therapeutic response.

Taken together, the BURP tumors can be used to evaluate the molecular differences driving therapeutic response and hence may be important tools in identifying novel targets or combination regimens to improve the clinical response in particular molecular subtypes. Additionally, since the BURP lines grow in syngeneic, immunologically intact hosts, these lines offer an immune intact system to study ways of switching the immune microenvironment from tumor supporting to tumoricidal as a means to increase the anti-cancer therapeutic response. Hence, the eight different tumor lines are valuable tools to study the biology of different molecular subtypes and tumor-immune dynamics of bladder cancer in both males and females for the purpose of identifying novel targets and treatment combinations.

## Data availability statement

The data presented in the study are deposited in the NCBI Gene Expression Omnibus (GEO) repository, accession number GSE220999.

## Ethics statement

The animal study was reviewed and approved by Roswell Park Comprehensive Cancer Center Institutional Animal Care and Use Committee (IACUC).

## Author contributions

SS designed and oversaw execution of all experiments presented in this manuscript, participated in data analysis, and interpretation of the data, writing of the manuscript, and approval of final content. BG participated in data acquisition, analysis, editing and approval of the final manuscript. MW participated in data acquisition, analysis, editing and approval of the final manuscript. EK participated in data acquisition, analysis, editing and approval of the final manuscript. MTM participated in analysis, editing and approval of the final manuscript. MM participated in analysis, editing and approval of the final manuscript. ML participated in analysis and approval of the final manuscript. NS participated in data acquisition, analysis, editing and approval of the final manuscript. CB participated in data analysis, writing, editing and approval of the final manuscript. WH participated in design of the work, data acquisition, analysis, writing, editing and approval of the final manuscript. BF participated in experimental design, data acquisition, analysis, editing, and approval of the final manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

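RNA of 24 BURP tumors was analysed, 3 from each of 8 lines: the Ba/Sq lines BURP-12BaSq, BURP-17BaSq and BURP-18BaSq from male mice and BURP-21BaSq, BURP-24BaSq and BURP-25BaSq from female mice, and BURP-16SR and BURP-19NE, both from male mice. Line, sex and subtype of each tumor were taken from the sample labels and from the paper's Table 2 and Figure 3. The label of tumor C102-M1 of BURP-25BaSq is in doubt, since its RNA resembles BURP-21BaSq, and it was kept as labelled in the main analyses. The labels give either a cage and mouse or a passage number, and they name no sequencing batch. Passage numbers such as P4 recur in several lines but do not mark tumors of 1 mouse, so that no pairs could be formed. Whether any of the sequenced tumors came from the treated mice is not stated.

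The authors depleted ribosomal RNA, sequenced paired-end reads, aligned them with STAR to GRCm38 with the GENCODE M16 annotation and deposited the estimated counts per gene from RSEM, which were not normalized and on which no filter is stated. The table held 53465 genes, and 12.5% of its values were not whole numbers. Counts were rounded before use. Gene symbols, types and positions came from an annotation of GRCm38, in which 99.6% of the gene identifiers were found without regard to their version. Totals per tumor ran from 9295708 to 25370320, and the smallest level a library could show, taken as 3 counts, is given with the first result.

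Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Each comparison used TMM normalization, filterByExpr, and edgeR's glmQLFit and glmQLFTest without robust estimation. That test returns no standard error. Those printed with edgeR, also where values are set against the paper's, are the absolute log2 fold change divided by the root of the F statistic. A gene was counted at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Compared were BURP-19NE and BURP-16SR with the 18 Ba/Sq tumors, BURP-16SR with BURP-19NE, BURP-24BaSq with BURP-16SR, each Ba/Sq line with the other 5, and the male with the female Ba/Sq lines. The fit was tested on simulated counts with 200 genes changed 4-fold at a dispersion of 0.1, of which edgeR found from 94.5% to 100% over 5 comparisons, those of single Ba/Sq lines not being simulated. From 1.48% to 4.48% of its calls were false. DESeq2 found 95% in the comparison of BURP-24BaSq with BURP-16SR, with 10.8% of its calls false, and 100% in the comparison of the sexes, with 0.99% false. A limma-voom fit without the line as a random effect found 100% with 2.44% false, and no fit gave a wrong sign. The simulated tumors were independent, with no effect of line. In the data, tumors of 1 line shared a correlation of 0.476, so these rates do not hold for the comparison of the sexes. The limma-voom fit with the line as a random effect was not simulated.

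MDS distances came from limma's plotMDS on log2 CPM with a prior count of 2 and the 500 genes that differed most in each pair, and PCA used the 500 most variable genes. Panels of marker genes, 28 in all with 654 entries, were fixed before the counts were examined but after Supplementary Table 1 was read. The symbols H2az1 and Ankh were replaced by the older symbols H2afz and Ank when the counts were opened. Panel scores were compared by two-sided exact permutation tests, in a family of 12 tests for the subtype panels and of 39 for the immune panels. Gene sets were ranked by the signed root of the F statistic and tested with fgsea in a family of 3. Relations between values used Pearson's r and Spearman's rho with permutation p-values.

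Genes were named by a rule set beforehand: every gene the paper names in its text, staining or Figure 8C, Xist, the genes of the panels where a panel is discussed, the 5 genes with the largest change in each direction in Supplementary Table 1, and in each comparison the 5 genes with the largest change in each direction among those past the threshold whose tumors do not overlap.

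Alternatives covered DESeq2's size factors, DESeq2, no filter, at least 10 counts in every tumor, all 24 tumors in 1 fit, and each tumor or, for the sexes, each line left out in turn. For the sexes, counts summed per line, limma-voom with the line as a random effect, DESeq2's shrunken fold changes with a normal prior and the style of the label as a covariate were added. The MDS, PCA, panel scores and gene sets had alternatives of their own, such as a prior count of 0.5 and the median over genes. The male and female lines were thus compared under 15 settings besides those that left out a line, and 5 of these settings were added after the data were seen. For each comparison, splits of the same tumors into groups of the same sizes were refitted, 100 of them where more were possible and otherwise all 10. In addition, 21 tests of explanations were run on 14 patterns, 6 of them written before their result was seen and 15 after, and 11 went against the explanation by the rule set for them. Of these 11, the tests on Lars2 over 23 tumors, on a second X chromosome and on the counts of Foxl2os could not exclude the explanation, as the closing section states.

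Not used here were the centroids of the consensus classifier, the ImmuCC signature, the regulon network, the MSigDB sets and the sequences of normal bladder. Results on a few genes are not reported here.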

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

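Of the tests in this part, those of the share of Xist expected from a mixed sample, of the X-linked genes, of Lars2 without 1 tumor and of the genes beside the block on chromosome 5 were set before their result was seen, and the others were chosen only afterwards.

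In 50 groups of 9 Ba/Sq tumors of 1 sex, the gap between the lowest or highest tumor and its nearest neighbor was divided by the range of the group. This ratio passed Dixon's 95% critical value in 6 groups, and chance gives about 1 in 20 groups. For 4 genes the distance was set against counting error by an exact binomial test of the tumor's count against the pooled count of the other 8 tumors. Foxl2os in tumor C81-M30 of BURP-24BaSq had a ratio of 0.495 among the female tumors, from 2 counts where the others had at most 1 (exact binomial p = 0.0342). Tdrd1 in tumor P4 of BURP-18BaSq had a ratio of 0.518 among the male tumors, also from 2 counts against at most 1 (exact binomial p = 0.0961). For Tmem108 in tumor C148-M3 of BURP-18BaSq the ratio was 0.513, from 0 counts against 5 to 25 in the other male tumors (exact binomial p = 0.0542). Each tumor was chosen as the farthest of 9 before it was tested, and these p-values do not allow for that choice. Few counts remain a candidate explanation for Foxl2os, Tdrd1 and Tmem108. A330023F24Rik in tumor C102-M3 of BURP-25BaSq had a ratio of 0.695, with 27 counts and 1.19 CPM against 3.79 to 6.20 CPM in the other female tumors (exact binomial p = 1.05e-18), so counting error does not account for it. No other explanation of these 4 distances was tested, and no biological one.

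The interferon gamma score of tumor C149-M3 of BURP-18BaSq lay far below the other male tumors, at -1.88 against -0.39 to 0.77, with a ratio of gap to range of 0.562. Its leukocyte score of -2.37 was also the lowest of the male tumors, the next being -1.60. After a line was fitted on the leukocyte score, the ratio was 0.167 and the tumor no longer stood apart. The fit included that tumor, which was lowest in both scores and so pulled the line towards itself. A low content of leukocyte RNA remains a candidate explanation, which this fit cannot decide.

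In tumor C102-M30 of BURP-25BaSq, the gene with the most counts took a share far from that in the other 8 female tumors (ratio of gap to range 0.891). The gene was CT010467.1, with 61.9% of the counts, and the paper does not discuss it. The annotation lists it as ribosomal RNA. If ribosomal RNA left in the library also reached Lars2, which was taken as a second gene that collects such reads, Lars2 would rise with CT010467.1 over the other 23 tumors. Spearman's rho was -0.217 (permutation p = 0.319) and Pearson's r was 0.343 (permutation p = 0.103), or 0.167 without the 2 tumors farthest from the median. These 23 tumors leave out the 1 library with the excess, so the test does not tell whether ribosomal RNA in that library reached Lars2. In tumor C102-M30 Lars2 was at 111587 CPM, against at most 696 CPM in the others. Ribosomal RNA left in the library remains a candidate explanation.

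Lars2 was lower in the male lines, with a log2 fold change of -9.79 (edgeR, adjusted p = 0.0160) from all 18 tumors. Without tumor C102-M30 it was -2.96 (edgeR, adjusted p = 0.0313). That library therefore made up most of the change in these fits, and Lars2 was still past the threshold without it. Both fits count tumors of 1 line as independent. With the line as the unit and C102-M1 counted as BURP-21BaSq, chosen after seeing the data, Lars2 was not past the threshold. Its log2 fold change was -7.92 with counts summed per line (adjusted p = 0.942). It was -2.01 in limma-voom with the line as a random effect (adjusted p = 0.937). The next highest level of Lars2, 696 CPM, was in the library labelled C102-M1 of the same line. Over the 23 tumors without C102-M30, Lars2 did not clearly rise with CT010467.1 (Spearman's rho -0.217, permutation p = 0.319, Pearson's r 0.343, permutation p = 0.103). This relation gave no sign that ribosomal RNA in other libraries adds to the rest, but does not exclude it.

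Xist was at 404 CPM on average in BURP-12BaSq, a line from a male mouse, where the other 4 male lines were at 17.5 CPM or less. The paper does not discuss it. A mislabelled female sample goes against the level of the Y-linked genes, which was higher in BURP-12BaSq than in any other line. A mixed sample was tested on 16 genes specific to 1 female line, with a mean of at least 5 CPM there and under 0.5 CPM in each other line, BURP-12BaSq left aside. To supply the Xist, BURP-21BaSq would have to make up 46.5% of the RNA, BURP-24BaSq 15.2% or BURP-25BaSq 43.3%. Of the 16 genes, 1 reached that share, Adgrf1, at 17.4% of its level in BURP-24BaSq. The median share was 0.441% over the 7 genes of BURP-24BaSq and 0.226% over the 9 of BURP-25BaSq. BURP-21BaSq had no such gene, so its RNA could not be excluded in this way. These genes were chosen with the library labelled C102-M1 in BURP-25BaSq, although it resembles BURP-21BaSq. A second X chromosome that is partly active was tested on Kdm6a, Kdm5c, Eif2s3x and Ddx3x, and 0 of these 4 genes were higher in every BURP-12BaSq tumor than in every BURP-17BaSq and BURP-18BaSq tumor. The female tumors did not meet this criterion for any of the 4 genes either, so the test cannot tell whether a second X chromosome is present. RNA from a female host was not tested, so no biological reading is offered.

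Skeletal muscle genes appeared in tumor C80-M1 of BURP-19NE, with Acta1 at 168 CPM against at most 1.49 CPM in the other BURP-19NE tumors. All 16 of 16 genes of the skeletal muscle panel were higher in that tumor than in both others, which largely restates the observation. The panel score was 5.99 in that tumor, and high scores were not confined to it, with 4.01 in tumor C74-MNT of BURP-16SR and 2.29 in tumor P4.2 of BURP-21BaSq. RNA from adjacent muscle is a candidate explanation, and no biological explanation was tested.

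A block of 15 adjacent tested genes on chromosome 5, from 25919632 to 26121421, was on in BURP-16SR and at or near 0 in the other lines, apart from Speer4a, which reached 3.61 CPM elsewhere. The paper does not discuss these genes. A gain of the region was tested on the 20 tested genes that flank the block, whose median log2 fold change was 0.26. This went against a gain that reaches beyond the block, although the flanking genes Gm7361 and Speer4b were at 5.44 and 2.58 CPM in BURP-16SR and at most 0.226 and 0.171 CPM elsewhere. Reads shared between paralogs were tested on the 31-base words of the transcripts. The median gene of the block had 85.8% of its words in another gene of the block, and the lowest share was 6.17%, in Gm6089. The number of active genes cannot be told apart from reads of fewer genes spread over their copies.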

How the results depend on the processing

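Apart from the fits without tumor C102-M30, with DESeq2 and no filter, and without or with another line for tumor C102-M1, which were chosen after seeing the data, every alternative was set before the data were examined. No paired analysis was possible because each line descends from its own donor tumor and a passage number that recurs in several lines does not mark tumors of 1 mouse. For 92 results on named genes, the alternatives gave 474 values besides those that left out a tumor or line. Of these, 404 kept their direction and side of the threshold, 41 were no longer past it, 9 were newly past it, 18 moved and 2 reversed. Leaving out a tumor or line gave 978 values for these genes, of which 946 kept both, 15 fell short of the threshold, 6 were newly past it and 11 reversed. For 51 panel scores, 171 of 201 values kept both, 1 fell short, 3 were newly past and 26 reversed, and with a tumor left out 831 of 876 kept both, 4 fell short, 7 were newly past and 34 reversed. Where a value changed, the cause was not tested unless one is given.

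At least 10 counts in every tumor changed the most results. Genes higher and lower went from 1958 to 763 and from 3150 to 1238 in BURP-19NE against the Ba/Sq lines, and from 2216 to 817 and from 1813 to 777 in BURP-16SR against them. Genes higher in BURP-24BaSq than in BURP-16SR went from 2413 to 1481. Between the sexes, 195 higher genes became 93 and 219 lower genes 98. Against the other Ba/Sq lines, BURP-17BaSq went from 220 to 1.0e+02 genes, BURP-18BaSq from 2065 to 958 and BURP-25BaSq from 56 to 12. BURP-21BaSq went from 4 genes, Gm19035, Igf2bp3 and Ckmt1 among them, to 2, Igf2bp3 and Ckmt1, all named after the values were seen. This filter drops genes with few counts in any 1 tumor. That includes genes that are off in 1 of the groups compared, such as Krt5 in BURP-19NE and BURP-16SR, so smaller or reversed values under it follow in part from the change itself.

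For BURP-19NE against the Ba/Sq lines, the same filter moved the luminal score to -0.27, no longer past the threshold, and the M2-like and plasma cell scores to -1.94 and -2.13, newly past it. It reversed the scores for stroma (0.24), macrophages (-0.025), B cells (0.45), T cells (0.36), CD4 helper cells (0.10) and Treg (0.84). For BURP-16SR against the Ba/Sq lines, it reversed the luminal (0.23), neuroendocrine (-0.64), M1-like (0.029), plasma cell (-0.93), activated DC (-0.55), CD4 helper (-0.80) and Treg (-2.56) scores and brought the CD8 score past the threshold (4.46). Between BURP-24BaSq and BURP-16SR, it reversed the M2-like (0.38), plasma cell (1.19), activated DC (0.62), CD8 (-3.93), CD4 helper (0.81) and Treg (3.35) scores. The filter left 1 gene of the B cell, T cell, CD8 and Treg panels and 0 of the neutrophil panel, for which it gave no value.

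DESeq2 in place of edgeR gave 390 higher and 378 lower genes between the sexes. Against the other Ba/Sq lines it gave 2169 genes for BURP-12BaSq in place of 941, 599 for BURP-17BaSq in place of 220, 360 for BURP-21BaSq in place of 4, 737 for BURP-24BaSq in place of 339 and 147 for BURP-25BaSq in place of 56. With DESeq2 and no filter, 568 genes were higher and 583 lower in the male lines. All 24 tumors in 1 fit gave 593 higher and 880 lower genes between the sexes, and reversed Syp in BURP-19NE (0.13) and Gata3 in BURP-16SR (0.17). Counts summed per line gave 0 higher and 0 lower genes, with 1388 genes at an unadjusted p under 0.05, and brought the androgen set past the threshold (-1.41). The line as a random effect in limma-voom also gave 0 and 0 genes, with 1570 at an unadjusted p under 0.05. Both take account of the line that tumors share, so the number of genes called between the sexes depends on whether tumors of 1 line count as independent.

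A prior count of 0.5 reversed the CD8 score of BURP-16SR (-0.13) and, between BURP-24BaSq and BURP-16SR, the T cell (0.17) and CD4 helper (0.11) scores. The median over genes reversed the M1-like (0.054) and CD8 (-0.14) scores of BURP-16SR and, between BURP-24BaSq and BURP-16SR, the macrophage (0.059) and T cell (0.20) scores. The silhouette width of the 3 clusters went from 0.839 to 0.724 with the top 5000 genes per pair and to 0.754 with the 500 genes of largest variance. The ratio of male to female dispersion in the PCA reversed to 0.913 with the 100 most variable genes.

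Leaving out 1 tumor of BURP-19NE or the Ba/Sq lines, Foxa1 ran from -0.15 to 0.26 and Syp from -0.26 to 0.22 in BURP-19NE. The genes lower in BURP-19NE ran from 2016 to 3341. With any of the 24 tumors left out, the silhouette width ran from 0.619 to 0.857. Scores of BURP-19NE against the Ba/Sq lines ran from -0.56 to 0.29 for stroma, -0.015 to 0.27 for macrophages, -1.69 to -1.20 for the M1-like panel, -0.16 to 0.057 for B cells and -3.30 to -2.83 for neutrophils. The neutrophil score fell short of the threshold at both ends of its range. Only 2 BURP-19NE tumors are left there, and the smallest exact p that 2 against 18 allow is larger than that of 3 against 18, so a single score cannot pass in a family of 39 tests unless several others do, and the loss of the call says nothing of the difference.

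Leaving out 1 tumor of BURP-16SR or the Ba/Sq lines, Gata3 ran from -0.42 to 0.17 and Krt20 from -0.084 to 2.41 in BURP-16SR, and the genes lower from 1045 to 2154. Scores of BURP-16SR against the Ba/Sq lines ran from 1.49 to 2.88 for stroma, -0.52 to 0.72 for the M1-like panel, 1.14 to 4.47 for B cells, 0.52 to 1.59 for DCs, 0.31 to 1.68 for activated DCs, -0.043 to 1.75 for T cells, -0.57 to 0.81 for CD8 cells, -0.29 to 1.57 for CD4 helper cells and -0.10 to 1.52 for Treg. In each of these scores the highest value came without tumor P5, and the highest value of Krt20 came without tumor C102-M30 of BURP-25BaSq.

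Between BURP-24BaSq and BURP-16SR, with 1 of the 6 tumors left out, the differences ran from -1.39 to 0.13 for leukocytes, -0.79 to 0.45 for macrophages, -0.070 to 1.17 for the M1-like panel, -1.13 to 0.47 for plasma cells, -1.26 to 0.54 for T cells, -0.29 to 1.09 for CD8 cells, -1.26 to 0.59 for CD4 helper cells and -1.10 to 0.52 for Treg. Each end came without a tumor of BURP-16SR.

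With 1 of the 6 Ba/Sq lines left out, the genes higher in the male lines ran from 86 to 544 and those lower from 125 to 652. The ratio of dispersion ran from 0.896 to 4.16, and the score of the androgen set from -1.65 to -0.91. The androgen set came past the threshold, towards the female lines, without BURP-17BaSq, BURP-18BaSq, BURP-21BaSq or BURP-24BaSq, and stayed short of it without BURP-12BaSq or BURP-25BaSq.

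The library labelled C102-M1 of BURP-25BaSq resembles BURP-21BaSq. Without it, the genes past the threshold against the other Ba/Sq lines went from 4 to 123 for BURP-21BaSq (Gm19035, Igf2bp3 and Ckmt1 among the 4, named after the values were seen) and from 56 to 320 for BURP-25BaSq, and the androgen set came past the threshold (-1.39). Counted as BURP-21BaSq, it gave 323 and 350 genes. With that line for it, counts summed per line and limma-voom with the line as a random effect again gave 0 higher and 0 lower genes between the sexes. The low counts for these 2 lines therefore depend on the label of 1 tumor.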

Differences from the paper's values

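The paper's Supplementary Table 1 lists a log2 fold change of -1.64 for Xist between male and female lines, where edgeR gave -3.41. Of the 14 alternatives set before the data were examined that gave a value, 4 were within their standard error of the paper's value: counts summed per line (-3.30), DESeq2's shrunken fold changes (-0.77), and the fits without BURP-17BaSq (-2.88) and without BURP-24BaSq (-2.72). The other 10 were not: DESeq2's size factors (-3.41), DESeq2 (-3.41), no filter (-3.40), all 24 tumors (-6.42), limma-voom with the line as a random effect (-5.70), the label style as a covariate (-4.09), and the fits without BURP-12BaSq (-7.36), BURP-18BaSq (-2.85), BURP-21BaSq (-3.68) and BURP-25BaSq (-3.65). Xist is on the paper's list but was not past the threshold in edgeR. It was past the threshold with DESeq2, with all 24 tumors, without BURP-12BaSq and with DESeq2 and no filter, a setting chosen after seeing the values. Counts summed per line with tumor C102-M1 counted as BURP-21BaSq, also chosen after seeing the values, gave -3.39, within its standard error of the paper's value.

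For Stag3 the paper's log2 fold change is -4.99. Stag3 did not pass filterByExpr, so its value here is the difference in mean log2 CPM with a prior count of 2, which was -2.94 and is not a fitted fold change. Of the 9 alternatives set before the data were examined that gave a fold change for Stag3, 5 were within their standard error of the paper's: no filter (-6.21), counts summed per line (-6.22), and the fits without BURP-12BaSq (-6.52), BURP-17BaSq (-5.78) and BURP-18BaSq (-6.40). The other 4 were not: all 24 tumors (-3.14), the label style as a covariate (-6.47), and the fits without BURP-21BaSq (-6.76) and BURP-25BaSq (-6.73). Stag3, which is on the paper's list, was past the threshold in these 9 fits except with counts summed per line and without BURP-18BaSq. It was also past the threshold without tumor C102-M30, without tumor C102-M1 and with DESeq2 and no filter, all chosen after seeing the values. Counts summed per line with C102-M1 counted as BURP-21BaSq gave -6.24, within its standard error of the paper's value and also chosen after seeing the values.

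The paper counts 215 genes higher in male and 253 higher in female lines, against 195 and 219 here, which is within 1.5 times. Both counts were also within 1.5 times with DESeq2's size factors, no filter, DESeq2's shrunken fold changes, the label style as a covariate and without BURP-25BaSq. For the genes higher in female lines this held as well with DESeq2 and without BURP-12BaSq, BURP-18BaSq or BURP-21BaSq. Without tumor C102-M30, a setting chosen after seeing the values, the counts were 190 and 258, and without tumor C102-M1, chosen in the same way, they were 133 and 160. Of the paper's 468 genes, 226 were called here, 387 with all 24 tumors and 446 with DESeq2 and no filter, the last of these chosen after seeing the values.

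Ddx3y and other Y-linked genes are among the paper's top genes of the male lines. They were removed by filterByExpr here. Ddx3y, Uty, Kdm5d and Eif2s3y were past the threshold with no filter, with all 24 tumors, with the label style as a covariate and without BURP-21BaSq, BURP-24BaSq or BURP-25BaSq, and with DESeq2 and no filter, chosen after seeing the values. Without tumor C102-M30 and without tumor C102-M1, both also chosen after seeing the values, Ddx3y and Kdm5d were past the threshold. Without BURP-18BaSq, Ddx3y, Kdm5d and Eif2s3y were. With counts summed per line none of the 4 was past the threshold.

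Androgen signaling is tied by the paper to the male lines. The androgen set used here had a normalized enrichment score of -1.34, towards the female lines. With the line as the unit, 5 of the 10 splits of the 6 lines gave as large a score, so this direction cannot be credited to sex. None of the settings run turned it to the male lines, with -1.24 from DESeq2, -1.41 from counts summed per line, -1.30 without the genes of Supplementary Table 1, a direction to the female lines in camera, from -1.65 to -0.91 with each line left out, and -1.39 without tumor C102-M1, chosen after seeing the values.

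Egfr has high regulon activity in BURP-24BaSq in the paper. Its RNA had a log2 fold change of 0.55 between BURP-24BaSq and BURP-16SR and was not past the threshold in any setting run. With each tumor left out the log2 fold change ran from 0.38 to 0.80. RNA level and regulon activity are different measures.

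Synaptophysin staining is high in BURP-16 and BURP-19 in the paper. Syp RNA was at 0.724 ± 0.264 CPM (SD, n = 3) in BURP-16SR and at most 1.09 CPM in any of the 24 tumors. BURP-19NE is the paper's NE-like line, and its neuroendocrine panel score ranked 4 of 8 lines, with BURP-16SR highest.

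TP63 staining is high in BURP-19 and present in some cells of BURP-16 in the paper, while Trp63 RNA was at 0.369 ± 0.196 CPM (SD, n = 3) in BURP-19NE and 0.133 ± 0.119 CPM (SD, n = 3) in BURP-16SR. The paper's list of stained markers has no TP63 for BURP-17 and BURP-24, where Trp63 RNA was at 248 ± 70.4 CPM (SD, n = 3) and 376 ± 15.2 CPM (SD, n = 3). GATA3 is absent from BURP-16 in the paper, and Gata3 RNA was at 46.7 ± 16.5 CPM (SD, n = 3) there, next to 47.6 ± 14.9 CPM (SD, n = 3) in BURP-12BaSq, which the paper lists as positive. Of these markers only TP63 is listed for BURP-18 and BURP-21. In BURP-18BaSq Foxa1 RNA was at 63.6 ± 17.9 CPM (SD, n = 3) and Gata3 RNA at 67.6 ± 18.0 CPM (SD, n = 3), and in BURP-21BaSq they were at 33.9 ± 21.6 CPM (SD, n = 3) and 16.4 ± 3.77 CPM (SD, n = 3). GATA3 is not listed for BURP-25, where Gata3 RNA was at 104 ± 70.7 CPM (SD, n = 3), with 22.2 CPM in the library labelled C102-M1, whose label is in doubt, and 147 and 142 CPM in the other 2. RNA and staining are different measures.

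DCs of BURP-24BaSq are almost all activated and those of BURP-16SR mostly immature in the paper's estimate. The activated DC score here was lower in BURP-24BaSq than in BURP-16SR, with a difference of -0.56, and lower in each fit with 1 of the 6 tumors left out. On the genes with at least 10 counts in every tumor it was higher in BURP-24BaSq, by 0.62, and the summed CPM of the panel was also higher there. A panel score follows the amount of RNA of a cell type and is a different measure from a share of DCs.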

Other observations

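In this part, the tests of the Y-linked genes, of the library labelled C102-M1 and of lymph node genes without those shared with the B cell panel were chosen only after the result was seen, and the others were set before.

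The number of genes past the threshold was set against other splits of the same tumors, the real split counted among them. Of 100 splits, 1 gave as many genes for BURP-19NE against the Ba/Sq lines, and 1 for BURP-16SR against them, where the highest other splits gave 327 and 308 genes. For BURP-16SR against BURP-19NE and for BURP-24BaSq against BURP-16SR, 1 of 10 splits gave as many, and the other 9 gave 0 genes, though 10 splits cannot give a share under 0.1. Of 100 splits of the tumors of the Ba/Sq lines, 3 against 15, as many genes were given by 1 for BURP-12BaSq, 3 for BURP-17BaSq, 1 for BURP-18BaSq, 30 for BURP-21BaSq, 2 for BURP-24BaSq and 4 for BURP-25BaSq. Most of the other splits with at least the 4 genes of BURP-21BaSq (Gm19035, Igf2bp3 and Ckmt1 among them, named after the values were seen) hold tumor C102-M30, so this count of 30 speaks of that library as much as of BURP-21BaSq. The counts for BURP-21BaSq and BURP-25BaSq also rest on the label of C102-M1.

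The library labelled C102-M1 stood apart from the other 2 tumors of BURP-25BaSq. Its Pearson's r of log2 CPM was 0.904 with C102-M3 and 0.881 with C102-M30, and between 0.965 and 0.974 with the BURP-21BaSq tumors. C102-M1 was the 1 tumor of 24 whose nearest 3 tumors were all of 1 other line. Tumor P4 of BURP-18BaSq also had 0 tumors of its own line among its nearest 3. Its r was at most 0.915 with its line and 0.931 with C152-M1 of BURP-17BaSq. C102-M3 was itself nearest to tumor P4 of BURP-17BaSq, with an r of 0.923 against 0.922 with C102-M30. A mislabelled sample was tested on 1792 genes that separate BURP-21BaSq from C102-M3 and C102-M30, and in 93.0% of them C102-M1 lay nearer to BURP-21BaSq. In the same test on the other 17 Ba/Sq tumors, 0 of 85 comparisons put a tumor nearer to another line, and at least 53.8% of the genes lay nearer to its own. A mixed sample was tested on Asb4 and Hes2, the 2 genes on only in C102-M3 and C102-M30, which were at a median of 0.541% of that level in C102-M1. With leukocyte content fitted in each gene, r was at most 0.920 with its own line and at least 0.965 with BURP-21BaSq, so leukocyte content as scored does not account for it. The excess of 1 gene in C102-M30 does not account for the low r with C102-M3. A mislabelled sample remains a candidate explanation. Levels of RNA alone cannot tell it apart from a tumor that changed as it was passaged, and no sequence variants were at hand to settle it. Both lines are from female mice, so the label does not change which sex the tumor counts for.

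For the male and female Ba/Sq lines, 1 of 100 splits of the 18 tumors gave as many genes, and the highest other split gave 237. With lines as units, 3 of the 10 splits of the 6 lines gave as many genes, and the other splits gave from 15 to 606. The genes of this comparison cannot be told apart from differences between single lines. The interferon gamma score was as large in 2 of the 10 splits of the lines, the cell cycle score in 1 and the androgen score in 5. With C102-M1 counted as BURP-21BaSq, chosen after seeing the data, 5 of the 10 splits gave as many genes and the other splits gave from 73 to 884. The interferon gamma score was then as large in 2 splits, the cell cycle score in 1 and the androgen score in 7.

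Leukocyte content was tested as a source of the interferon gamma genes in the female lines. With the leukocyte score as a covariate, the normalized enrichment score went from -2.86 to -2.19 and stayed past the threshold (fgsea, adjusted p = 1.60e-07 from permutation of genes). Leukocyte content as scored therefore does not fully explain it. In that fit 140 genes were higher and 167 lower in the male lines.

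Y-linked RNA was low in 4 of the 5 male lines, with the summed level of Ddx3y, Uty, Kdm5d and Eif2s3y at 36.8 CPM in BURP-16SR, 21.2 in BURP-17BaSq, 9.49 in BURP-18BaSq and 8.23 in BURP-19NE. If tumor cells had lost the Y chromosome and host cells supplied the reads, Y-linked RNA would rise with leukocyte genes within lines. Over the 12 tumors of these lines, centred within lines, Pearson's r with the leukocyte score was 0.959 (permutation p = 0.00231, adjusted p = 0.00347 over 3 relations) and 0.945 without the 2 farthest tumors. Spearman's rho was 0.951 (permutation p = 0.00154). With the stroma score r was 0.955 (permutation p = 7.72e-04, adjusted p = 0.00231), 0.938 without 2 tumors, and rho was 0.944 (permutation p = 7.72e-04). Depth was the other explanation tested, and r with the total counts was 0.678 (permutation p = 0.104), 0.416 without 2 tumors, with a rho of 0.552 (permutation p = 0.154). The 1296 permutations kept the lines. Loss of the Y chromosome in tumor cells, with host cells as the source of the reads, is a candidate explanation, and a part played by depth cannot be told apart from it.

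The B cell score was high in BURP-16SR, and lymph node tissue in the sample was tested on 8 genes found of 9 listed. Of the 3 BURP-16SR tumors, 2 had a lymph node score above all 18 Ba/Sq tumors, at 3.12 and 2.39, and the third was at -0.42. The highest Ba/Sq tumor was C152-M1 of BURP-17BaSq, at 1.93. Its B cell score of 2.09 was above the 2.07 of BURP-16SR tumor C74-MNT. Without the 2 genes shared with the B cell panel, 2 of the 3 BURP-16SR tumors were again above all 18 Ba/Sq tumors, at 2.73 and 3.04. Lymph node tissue is a candidate explanation. These genes may also mark lymphoid tissue within a tumor, which the test does not part from a lymph node.

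Naa11, 4930467D21Rik and Gk2 are neighbors on chromosome 5, from 97382198 to 97642179, and were on in both BURP-16SR and BURP-19NE. They were singled out after their values were seen. Naa11 was at 46.1 ± 4.13 CPM (SD, n = 3) in BURP-16SR and 25.8 ± 1.85 CPM (SD, n = 3) in BURP-19NE, and at most 2 counts were seen in a Ba/Sq tumor. Gk2 was at 24.7 ± 3.28 CPM (SD, n = 3) and 15.7 ± 1.76 CPM (SD, n = 3), and 4930467D21Rik at 6.74 ± 2.04 CPM (SD, n = 3) and 5.57 ± 1.13 CPM (SD, n = 3), with at most 1 count each in a Ba/Sq tumor.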
